# Differential Evolutionary Wiring of the Tyrosine Kinase Btk

**DOI:** 10.1371/journal.pone.0035640

**Published:** 2012-05-04

**Authors:** Hossain M. Nawaz, Per Kylsten, Noriko Hamada, Daisuke Yamamoto, C. I. Edvard Smith, Jessica M. Lindvall

## Abstract

**Background:**

A central question within biology is how intracellular signaling pathways are maintained throughout evolution. *Btk29A* is considered to be the fly-homolog of the mammalian Bruton’s tyrosine kinase (Btk), which is a non-receptor tyrosine-kinase of the Tec-family. In mammalian cells, there is a single transcript splice-form and the corresponding Btk-protein plays an important role for B-lymphocyte development with alterations within the human *BTK* gene causing the immunodeficiency disease X-linked agammaglobulinemia in man and a related disorder in mice. In contrast, the *Drosophila Btk29A* locus encodes two splice-variants, where the type 2-form is the more related to the mammalian *Btk* gene product displaying more than 80% homology. In *Drosophila*, *Btk29A* displays a dynamic pattern of expression through the embryonic to adult stages. Complete loss-of-function of both splice-forms is lethal, whereas selective absence of the type 2-form reduces the adult lifespan of the fly and causes developmental abnormalities in male genitalia.

**Methodology/Principal Findings:**

Out of 7004–7979 transcripts expressed in the four sample groups, 5587 (70–79%) were found in all four tissues and strains. Here, we investigated the role of *Btk29A* type 2 on a transcriptomic level in larval CNS and adult heads. We used samples either selectively defective in *Btk29A* type 2 (*Btk29A* ^ficP^) or revertant flies with restored *Btk29A* type 2-function (*Btk29A* ^(fic Exc1–16)^). The whole transcriptomic profile for the different sample groups revealed Gene Ontology patterns reflecting lifespan abnormalities in adult head neuronal tissue, but not in larvae.

**Conclusions:**

In the *Btk29A* type 2-deficient strains there was no significant overlap between transcriptomic alterations in adult heads and larvae neuronal tissue, respectively. Moreover, there was no significant overlap of the transcriptomic changes between flies and mammals, suggesting that the evolutionary conservation is confined to components of the proximal signaling, whereas the corresponding, downstream transcriptional regulation has been differentially wired.

## Introduction

The evolution of gene expression is considered to mainly result from regulatory, rather than coding, mutations causing phenotypic differences [1]. Analyzing six different organs from ten different species it was recently reported that the rate of gene expression evolution varies among organs, lineages and chromosomes [2]. As gene products commonly function together in distinct combinations to fulfill specific tasks, concerted expression changes of selected genes may be relevant to the survival of the species. Along these lines of arguments, Brawand *et al.* described sets of different organ-specific modules, which were evolutionarily conserved [2]. In this study we have investigated the evolution of tyrosine kinase-based signaling, focusing on Bruton’s tyrosine kinase (BTK) in particular. While it is known that elements in proximal BTK-signaling are conserved even among distantly related species, it remains an open question as to whether this is also true for the entire pathways down to the effector level. Here we address this question at the transcriptomic level.

The sequence of Btk has been conserved throughout evolution, with an ancestor emerging already prior to the evolution of metazoans [3]. This kinase belongs to the Tec family of non-receptor tyrosine kinases (TFKs). While insects have only a single TFK, in vertebrates there are several kinase species, which have evolved through gene duplications. The fly kinase is most homologous to vertebrate Btk. However, in spite of the high degree of sequence conservation, the functional role of Btk seems to vary throughout evolution. In higher organisms, such as humans and other mammals, the significance of Btk lies in its function for a normal development of the immune system [4].

In the absence of mammalian Btk, B-cell receptor signaling is insufficient for the generation of mature B-lymphocytes [5], [6], [7], resulting in the immunodeficiency disease X-linked agammaglobulinemia (XLA) in humans [8], [9] and X-linked immunodeficiency disease (*Xid*) in mice [10], [11]. Insects, like *Drosophila*, possess neither B- nor T-cells. An orthologous function for *Drosophila* Btk, i.e., regulating B-cell maturation, can therefore not be expected. The *Drosophila Btk29A* locus produces two different gene products, type 1 and type 2, respectively, by differential splicing. The type 2 form reveals the highest homology to human BTK among mammalian TFKs [12]. Thus, this variant is considered to be the fly homolog of Btk by means of protein sequence [3], [13]. It is specifically required for longevity and for development of male genitalia in the fly [12].

The type 1 splice variant is shorter at the N-terminus and is unique to flies [3], [12]. The *Drosophila Btk29A* locus displays a dynamic pattern of expression through the embryonic to adult stages [FlyAtlas. http://130.209.54.32/atlas/atlas.cgi [14]. The *Btk29A* ^ficP^ is a unique allele in that it is devoid of transcription of the type 2 isoform, while leaving the type 1 isoform intact. *Btk29A* types 1 and 2 are both expressed in the central nervous system (CNS) and in the imaginal discs [12], which are epidermal thickenings in the larvae containing ecto- and mesodermal cells, which give rise to the adult organs during metamorphosis. Complete loss of function of the gene (i.e., loss of both types 1 and 2) in female germline cells, produced by using the dominant-female-sterile, FLP/FRT technique, results in oocyte undergrowth and subsequent embryonic death accompanied by defective head involution [15], [16], [17], [18], [19]. Offspring with selective loss of the type 2 transcript are viable, developing malformed male genitalia and a reduced adult life span [12]. Thus, the *Btk29A* locus exerts pleiotropic functions both through distinct spatio-temporal riming of expression as well as the generation of distinct forms of protein products by alternative splicing in various tissues. When *Btk29A* function is lost in a *Src64* mutant background, cellularization becomes incomplete in the blastoderm-stage embryo [20] and late-staged embryos fail to complete dorsal closure [21]. In *Btk29A* mutant females, oogenesis is underdeveloped presumably due to deficits in the formation of ring canals that transfer cytoplasm from nurse cells to oocytes [15], [16], [22]. Both the cellularization and oocyte phenotypes appear to result from failure to activate actin–myosin contractions [20]. Chandrasekaran and Beckendorf *et al.* have shown that *Btk29A* controls both the actin cytoskeleton and the cell cycle in the morphogenesis of embryonic salivary glands [23]. Interactions between mammalian Btk and actin have also been reported in several settings [24], [25], [26], [27], [28], suggesting this to be a common denominator in the proximal part of the Btk-signaling pathway, i.e. proximal of the Btk-dependent transcriptional regulation.

In the present study we adopted a genome-wide approach to identify Btk-dependent targets in neuronal tissues by exploring the transcriptional output from Btk-deficient and wild-type tissues, for two developmental stages in *Drosophila melanogaster*, respectively. Genes identified in this way could be *direct* or *indirect* targets for Btk-regulated transcription and outline part of the transcriptomic role of Btk in the development of the fly. The identification of Btk targets, corroborated by statistical analyses and gene set enrichment analyses, reveals parts of the scope and complexity, which Btk plays in the fly. We also conclude that there is no significant functional transcriptomic conservation for Btk targets between mouse B-cells and neuronal tissue from *Drosophila*.

**Figure 1:**
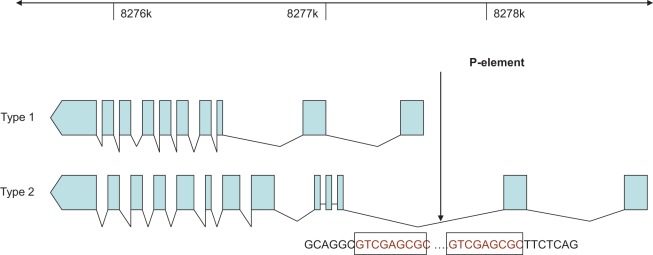
P-element insertion point detection: Schematic figure showing P-element transposon P(BmΔ-w) insertion site. Sequencing results shows P-element insertion site (arrow) within the genomic DNA of *Btk29A* at 2L: 8277721. GTCGAGCGC repeats can be seen at both end of the P insertion, which is a characteristic mark of transposon insertion. This information was further use to distinguish between mutant and revertant flies. In mutant flies this breakpoint was easily detected in amplicons (Materials and Methods), whereas the revertant did not show any P insertion.

**Figure 2:**
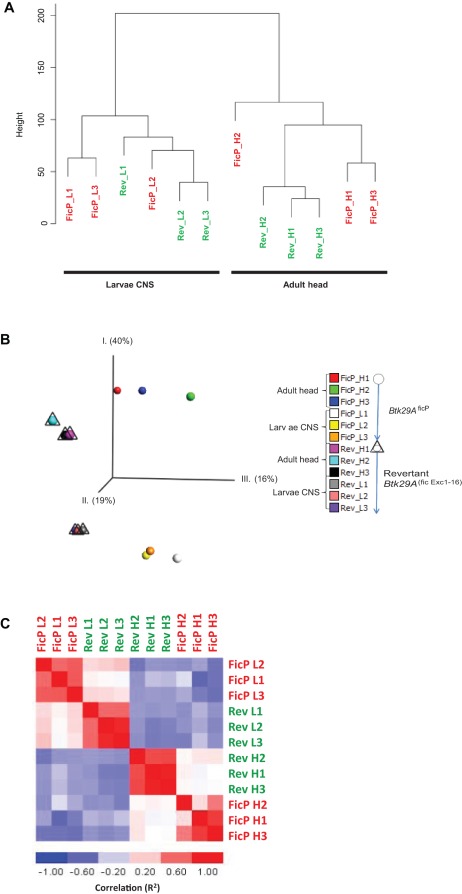
Global patterns of gene expression differences among sample groups: *A*) ***Hierarchical clustering:*** Neighbor joining tree based on pairwise distance matrices (1−ρ, Spearman correlation coefficient) for the different sample groups within this study. Sample groups fall out based on the strongest factor, larval CNS or adult head, respectively, i.e. developmental stage. Thereafter on either *Btk29A* ^ficP^ (red) or revertant (*Btk29A* ^(fic Exc1–16)^) (green). ***B*** *)* ***Factorial map of the principal-component analysis:*** The replicates within each sample collection are grouped together based on the individual samples whole genome expression profile. Revertant is denoted with Δ and ficP with a o. All samples are colored individually. The proportion of the variance explained by the principal components (axis) is indicated in parentheses in the graph. ***C*** *)* ***Sample correlation matrix:*** Spearman correlation (R^2^) is calculated and visualized by color (red-blue) in the matrix. Within the replicates for the individual sample groups the correlation is higher than between the sample groups. Also, the correlation within developmental stage was found to be higher compared to between mutant strains. Sample names are color-coded with red (*Btk29A* ^ficP^) and green (revertant).

## Results and Discussion

We performed transcriptional profiling of the central nervous system (CNS) tissues from mutant (*Btk29A* ^ficP^) and revertant (*Btk29A* ^fic exe1–16^) adults and larvae using the Affymetrix *Drosophila* Genome 2 chips, with 18,880 probe sets covering around 13,500 genes. This analysis yielded a list of affected genes known to function in longevity and aging, two biological processes impaired in *Btk29A* ^ficP^ mutants, thus validating the experimental rationale and setup. Although the phenotype-genotype association in the *Drosophila Btk29A* locus has been studied in some detail, the components and regulators of Btk29A signaling remain unexplored on the global transcriptomic level. Also, the biological processes triggered by Btk signaling defects in *Drosophila* are less well understood. Moreover, to our knowledge, the comparison of changes in gene expression profiles between Btk mutants of different animal species has not been performed before. Here, we use the strength of the *Drosophila* system in order to identify candidate effectors that take part in the Btk signaling process and use these data to perform an inter-species comparison of Btk-dependent components between mouse and fruit fly. To achieve this we have made use of the *Btk29A* type 2 mutant (*Btk29A* ^ficP^) and a revertant strain (*Btk29A* ^(fic Exc1–16)^) where wild type gene function has been restored by a jump-out event of the mutagenic P-element from the *Btk29A* ^ficP^ chromosome. This revertant fly is considered to be the most accurate wild type control for the mutant as wild-type development and life expectancy are fully restored and with the exception of the P-element, the *Btk29A*-carrying chromosome is the same for the two strains [13].

**Figure 3:**
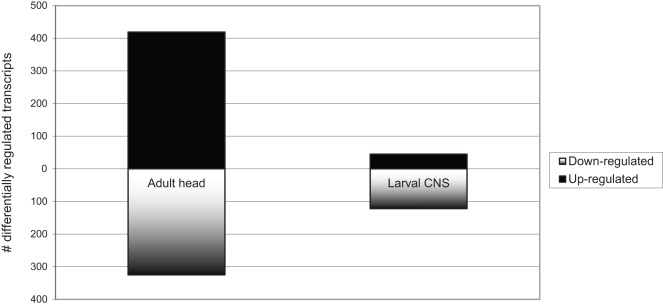
Number of differentially expressed transcripts in Btk defective flies: A differential fold-change cut-off of the Signal Log Ratio (SLR) >1,2 (difference of means between *Btk29A* ^ficP^ and revertant (*Btk29A* ^(fic Exc1–16)^) was applied to define genes whose expression was significantly different from that of the revertant and *Btk29A* ^ficP^. Bar-graph showing the number of up- and down-regulated transcripts, respectively, in adult head and larval CNS after the pair-wise comparison of revertant (*Btk29A* ^(fic Exc1–16)^) and *Btk29A* ^ficP^ data.

**Figure 4:**
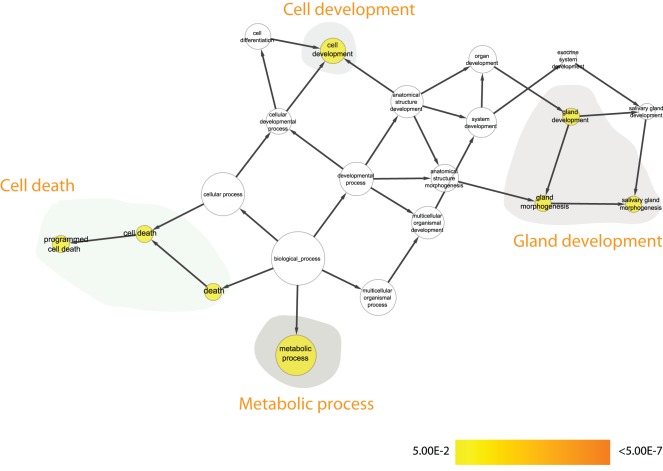
GSEA for the 391 Btk-dependent transcripts during Fly neuronal development: Enriched Biological Process clusters within the list of 391-transcripts (Btk-dependent transcripts during fly neuronal development). Figure 4 should be statistically interpreted as follows: The nodes, corresponding to different Gene Ontology clusters, are either not colored (white) i.e. not found with statistical power or colored in the scale yellow to orange, where yellow nodes are found with statistical significance *after* Bonferroni correction p<0.05 and orange colored nodes are found to be even more statistically significant after correction, with a p<7*10^−8^. The grey-zoned data highlights statistically enriched clusters of nodes (genes/transcripts), which all are represented under the manually designated heading e.g. ‘Gland development’ or ‘Cell death’. Due to space limitations in the main figure (Figure 4) we are not able to list the genes belonging to each grey-zone and cluster. This information is instead found in the Figure S1.

### Verifying P-element Insertion Point and the Nature of the Reversion

In order to define molecularly the experimental flies, we initially determined the exact location of the P-element insertion. For this we made use of P-element-specific primers (directed outwards from both the 5′ and 3′-ends of the P-element) for *Btk29A* ^ficP^ and eight primers ∼500 bp apart, covering in total a stretch of 4 kb along the genomic sequence of the *Btk29A* locus. Using PCR, amplicons were detected for both ends of the P-element. The PCR products were sequenced and the results showed that the P-element point-of-insertion into the genomic sequence was at nucleotide 2L: 8,277,721 (Figure 1). This indicates that the P-element sits within the *Btk29A* locus, although its location deviates for 866 bp from that given in FlyBase (http://flybase.org/) showing 2L:8,276,855.8,280,039 [-]. The relevant genomic primer pair produced a PCR-product from *Btk29A* ^fic exe 1–16^ revertant genomic DNA, which upon sequencing showed the P-element to having left the locus by perfect excision, leaving only the wild-type genomic sequence (data not shown).

### Transcriptional Profiling

The transcriptional profiles were analyzed with Affymetrix whole genome arrays (GeneChip *Drosophila* Genome 2.0) by a comparative approach between the “mutant” and “revertant” sample groups for either larvae or adult heads. Thus, in total, 4 different sample groups were collected (Figure 2A–C). 

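RNA from whole adult heads and from larval CNS, dissected with the optic lobes, was hybridized to 12 arrays, 3 for each of the 4 sample groups. The methods describe a GFP-marked balancer chromosome by which heterozygous Btk29A ficP animals were told from homozygous ones, and the revertants had lost the P-element by precise excision. The sample labels name Canton S as the parental strain throughout, whereas the methods describe both strains as carrying w. Tissue of several animals was pooled for each RNA sample. The labels call the 3 arrays of a group biological replicates, while neither they nor the methods say whether these came from separate crosses or collections, so the p-values measure the spread between these samples. The GeneChip Drosophila Genome 2.0 reads 1 labelled sample per array, and each transcript is represented by a probe set whose probes are summarised as a single value. The authors read the arrays with the affy package in R, normalized them by RMA first across the samples and then within each sample group, and scaled every array to a common median. The deposited values are therefore log2 values, with a median of 5.90 on every array. The level exceeded by the highest 0.1% of the probe sets ranged from 12.93 to 13.09 on the Btk29A ficP head arrays and from 14.03 to 14.56 on the other arrays. Normalization within each sample group can bring replicates closer together than the RNA samples were, so that p-values may be too small. After 183 control probe sets were left out, 18769 probe sets were tested, of which 13646 named 1 gene, 402 named several and 4721 named none in the annotation used here. No probe set was paired with Btk29A or with w, so the targeted gene gives no check of the labels. Table 1 of the paper, from the same arrays, lists w as higher in Btk29A ficP at both stages, and the paper names the P-element P(BmΔ-w). Nor does the annotation name a probe set for GFP, and 3 control probe sets that it does not name were higher on some of the Btk29A ficP head arrays than on all 9 other arrays, so whether they read GFP, and whether heterozygous animals were among these heads, is left open. Group means were compared with limma on the log2 scale, over all 12 arrays with 8 residual degrees of freedom, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05. The number of arrays limits the precision. In data simulated from these values, with 200 probe sets changed, a difference of 1 on the log2 scale was recovered for 68.7% of the changed probe sets in heads and 74.6% in larval CNS, and a difference of 0.5 for 41.8% and 40.3%. Far more than 200 probe sets were called in the data, which makes the adjusted threshold less strict there. Recovery on these arrays may therefore differ.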

To reconstruct strain and tissue trends in a global transcriptomic detail, we built an expression distance matrix for the four sample groups with its replicas and reconstructed a gene expression tree (Figure 2A). 

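Complete-linkage clustering on the Euclidean distance between arrays, over all 18769 probe sets, parted the 12 arrays first into the 6 head arrays and the 6 larval CNS arrays. When the tree was divided into 4 clusters, Btk29A ficP head replicate 2 stood alone and the other 5 head arrays formed a cluster that held both genotypes. Among the larval arrays, Btk29A ficP replicates 1 and 3 formed a cluster, and Btk29A ficP replicate 2 fell with the 3 revertant arrays.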

The tree is highly consistent with the expectation that the predominant factor to characterize the profile is the tissue type/developmental stage followed by the Btk-genotype. A quality measure for the data input is that the majority of replicates fall within the respective sample group (Figure 2A–C). 

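The array with the highest Spearman correlation to a given array belonged to the same sample group for all 12 arrays. This included Btk29A ficP larval CNS replicate 2, whose nearest array was Btk29A ficP larval CNS replicate 3. Replicates correlated at a mean of 0.994 in revertant heads (range 0.992 to 0.997), 0.978 in revertant larval CNS (0.969 to 0.992), 0.974 in Btk29A ficP larval CNS (0.967 to 0.980) and 0.959 in Btk29A ficP heads (0.929 to 0.983). These correlations are across probe sets, which are not independent replicates.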

To obtain an initial overview of the transcriptional expression patterns, we performed a principal-component analysis, which clearly separates the data according to sample group (Figure 2B). 

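On the deposited values, centred per probe set, the first principal component held 70.7% of the variance and separated the stages, with the heads at −89.2 to −73.5 and the larval CNS at 74.3 to 87.2. The third component (8.47%) separated the genotypes in heads, with the Btk29A ficP heads at 29.2 to 43.5 and the revertant heads at −39.0 to −35.8. The larval genotypes were closer on this component, at −20.9, 2.00 and −9.40 in Btk29A ficP and −4.50, 15.0 and 21.3 in the revertant. The second component (9.12%) mainly set apart single Btk29A ficP arrays. Btk29A ficP head replicate 2 lay at −64.3, against 34.3 and −4.90 for the other Btk29A ficP heads, and Btk29A ficP larval CNS replicate 1 lay at −47.2. With each probe set scaled to unit variance, a setting chosen after the published plot was seen, the shares were 40.5%, 19.2% and 16.3%.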

Figure 2C represents a Pearson correlation (R^2^) matrix for the whole transcriptomic profile for all samples included in the study. 

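Across probe sets, Btk29A ficP and revertant arrays of the same stage had a mean Spearman correlation of 0.948, with 0.945 in heads (range 0.930 to 0.957 over 9 pairs) and 0.952 in larval CNS (0.935 to 0.964 over 9 pairs). Arrays of the same genotype but different stages correlated at a mean of 0.826, with 0.812 for Btk29A ficP and 0.841 for the revertant. Arrays that shared neither factor correlated at 0.828. The difference of 0.122 between the same-stage and the same-genotype pairs was the largest that any reassignment of the stage labels gave (exact permutation test, one-sided p = 0.00217, the smallest p that the 922 labelings allow). Over probe sets with a mean log2 value above 6 alone, the correlations were 0.888 within and 0.525 between stages.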

Here we see a higher intra-tissue correlation between revertant and *Btk29A* ^ficP^ mutant of the same developmental stage compared to the intra-strain correlation between the two stages/tissues (Figure 2C).

**Figure 5:**
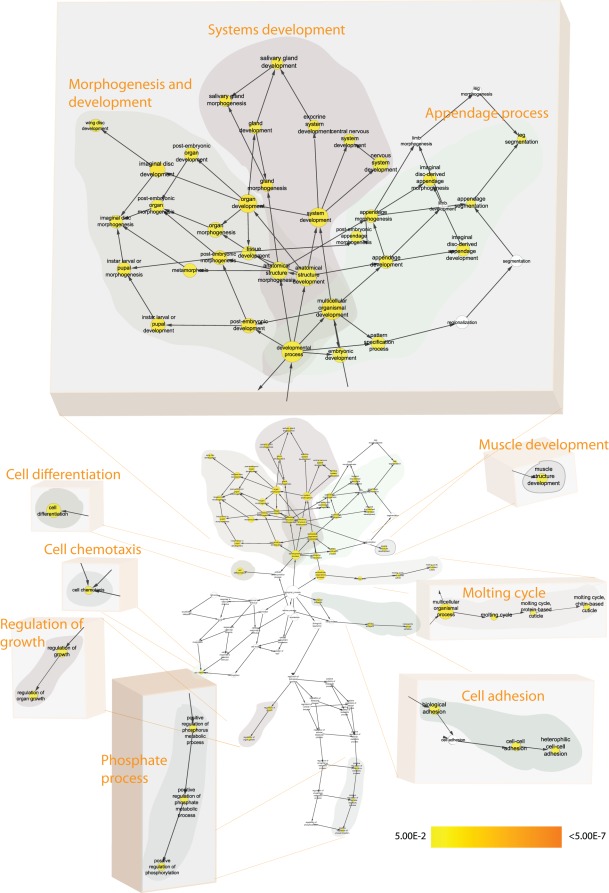
GSEA for the 167 Btk-dependent transcripts found in larvae CNS: Differentially expressed transcripts (167) were subjected to GSEA and enriched clusters were found. Figure 5 should be statistically interpreted as follows: The nodes, corresponding to different Gene Ontology clusters, are either not colored (white) i.e. not found with statistical power or colored in the scale yellow to orange, where yellow nodes are found with statistical significance *after* Bonferroni correction p<0.05 and orange colored nodes are found to be even more statistically significant after correction, with a p<7*10^−8^. The grey-zoned data highlights statistically enriched clusters of nodes (genes/transcripts), which all are represented under the manually designated heading e.g. ‘Systems development’ or ‘Regulation of growth’. Due to space limitations in the main figure (Figure 5) we are not able to list the genes belonging to each grey-zone and cluster. This information is instead found in the Figure S2.

Under such circumstances, several mathematical approaches are possible in extracting the genes that behave differently according to sample groups. 

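Averaged over both stages, lncRNA:CR32368, a noncoding transcript, had a log2 difference between Btk29A ficP and revertant of −4.39 (adjusted p = 4.5e-06 from limma). Nazo differed by −2.01 and CG17264 by −1.90, while CG11807 (2.25), l(3)mbn (1.79, on a probe set that may also read other transcripts) and CG5597 (1.74) were higher in Btk29A ficP. These 6 genes stand in Table 1, which the study chose on these samples, so that their direction is not independent evidence. In all, 5588 of the 18769 probe sets differed by genotype at an adjusted p under 0.05, 2077 of them higher and 3511 lower in Btk29A ficP, and 7683 had an unadjusted p under 0.05. Among the 9486 probe sets with a mean log2 value above 6, a refit called 1657.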

When applying an ANOVA filtering in the comparison between the mutant (*Btk29A* ^ficP^) and revertant (*Btk29A* ^(fic Exc1–16)^) results, irrespective of the stage/tissue (larvae CNS or adult head) using a *p*-value of 0.05, we found 523 transcripts being statistically different between the *Btk29A* ^ficP^ and the revertant. On the other hand, when considering the stage/tissue as the decisive factor (regardless of using *Btk29A* ^ficP^ or revertant data) we detected 4489 transcripts being statistically different between the groups. This indicates, as expected, that the difference between tissue types or developmental stages in the fly gives a stronger influence on the transcriptome compared to the influence of the *Btk29A* ^ficP^ mutation. On the other hand, when *both* the tissue type (larvae CNS and adult head) *and* genotype (*Btk29A* ^ficP^ and revertant) are considered as the decisive ANOVA factors with a *p*-value <0.05 we find 391 transcripts being statistically different between the 4 sample groups. Thus, on a transcriptomic level there are 391 transcripts that, by these criteria, are Btk-dependent in *Drosophila* neuronal tissue development, from larvae to adult flies.

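Transcripts of the eye were among the most raised in heads relative to larval CNS. Pdh, a retinol dehydrogenase of the retinal pigment cells, differed by 8.47 on the log2 scale (standard error 0.07, adjusted p = 6.8e-13 from limma), Arr1, which encodes an arrestin of the photoreceptors, by 7.65 (standard error 0.10, adjusted p = 1.8e-11), and retinin, a protein of the corneal lens, by 7.55 (standard error 0.08, adjusted p = 2.3e-12). The neuropeptide-like precursor Nplp3 (7.55) and Hpd, an enzyme of tyrosine breakdown (7.92), were also higher in heads. Among those highest in larval CNS relative to heads were transcripts known from other larval tissues, the salivary gland glue genes Sgs7 (−8.26, standard error 0.25, adjusted p = 6.2e-09), Sgs5 (−7.61) and Sgs3 (−7.20) and the fat body gene Fbp1 (−6.90), together with br, an ecdysone-induced transcription factor (−6.85). That all 6 arrays of a stage lie above all 6 arrays of the other was a condition for picking these genes. In total 11529 probe sets differed by stage at an adjusted p under 0.05, with 5983 higher in heads and 5546 higher in larval CNS. A refit over probe sets with a mean log2 value above 6 called 6437.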

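The stage called 2.06 times as many probe sets as the genotype, 61.4% against 29.8% of those tested, from the same 12 arrays and the same model. The median absolute log2 difference over all probe sets was 0.30 between stages and 0.16 between genotypes. Differences above 1.2 on the log2 scale were found for 3224 probe sets between stages and for 200 between genotypes. CG7214, for example, differed by 7.63 between stages (standard error 0.11), and Sgs8 by −6.88 (standard error 0.44). From the larger number of transcripts that differ by stage than by genotype, the paper reasons that tissue type or developmental stage influences the transcriptome more strongly than the Btk29A ficP mutation.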

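CG11807, l(3)mbn, CG5597 and Nazo differed by genotype and also by stage. Between heads and larval CNS, l(3)mbn differed by 2.65 (standard error 0.20, adjusted p = 3.6e-06 from limma), CG5597 by 1.68 (standard error 0.13, adjusted p = 3.4e-06), CG11807 by 0.64 and Nazo by 0.33 (standard error 0.08, adjusted p = 0.0043). For lncRNA:CR32368 (0.32, adjusted p = 0.25) and CG17264 (0.18, adjusted p = 0.15) the stage difference did not pass the test. In all, 3921 probe sets passed for both factors at an adjusted p under 0.05, and 5559 at an unadjusted p under 0.05 without moderation of the variances. A further contrast asked whether the genotype difference itself differed between the stages, which it did for 6455 probe sets, 2872 of them also called for genotype. Among probe sets with a mean log2 value above 6, a refit called 1314 for both genotype and stage.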

A differential fold-change cut-off of Signal Log Ratio (SLR) >1,2 (difference of means between FicP and revertant) was applied to define genes whose expression was significantly different between the revertant and *Btk29A* ^ficP^. 

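In heads, fit, a female-enriched transcript of the fat body, was lower in Btk29A ficP, at 6.86 ± 1.5 against 12.63 ± 0.49 in the revertant (mean log2 value ± SD, n = 3). This is a difference of −5.77 (standard error 0.60, adjusted p = 0.00011 from limma). The neuropeptide CCHa2 (−3.90, standard error 0.73, adjusted p = 0.0028), the small heat shock protein Hsp27 (8.36 ± 1.31 against 12.48 ± 1.20), and CG31664 (4.52 ± 0.06 against 8.52 ± 0.18) were also lower. Elovl7, a predicted fatty acid elongase, was higher by 5.07 (standard error 0.57, adjusted p = 0.00017), CG40485 by 5.03 (standard error 0.20, adjusted p = 5.1e-07) and the cytochrome P450 Cyp6a20 by 3.59 (standard error 0.17, adjusted p = 1.2e-06). On the revertant head arrays Elovl7 was dim, at 4.49 to 4.54, so the size of its difference is uncertain. Heads gave 6794 called probe sets, 36.2% of those tested, and larval CNS 4591, or 24.5%. Counted once per gene, by the probe set with the highest mean, these were 4017 and 2268 genes. With an absolute log2 difference above 1.2 as the criterion and no p-value, 1031 probe sets were found in heads and 421 in larval CNS, of which 187 and 200 had not been called. The groups did not overlap for 9509 probe sets in heads and 9587 in larval CNS, where chance gives 10% of all probe sets if arrays are exchangeable. Normalization within each sample group can itself separate the groups. These counts therefore do not show a difference beyond chance. The spiked hybridization controls bioB, bioC, bioD and cre, read by 18 probe sets, were lower on the Btk29A ficP head arrays by a median of −1.42 (range −1.62 to −0.95), and differed by 0.18 (0.02 to 0.39) in larval CNS. The 24 probe sets for the bacterial controls dap, lys, phe and thr differed by −2.63 to 0.16 in heads and by −0.33 to 0.98 in larval CNS. Control probe sets for the 5′ and 3′ ends of GAPDH differed by 1.71 and −0.29 in heads, whereas those of actin differed by 1.21 and 1.02. Among probe sets with a mean log2 value above 6, a refit called 2700 in heads and 913 in larval CNS.

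**Figure D1:**
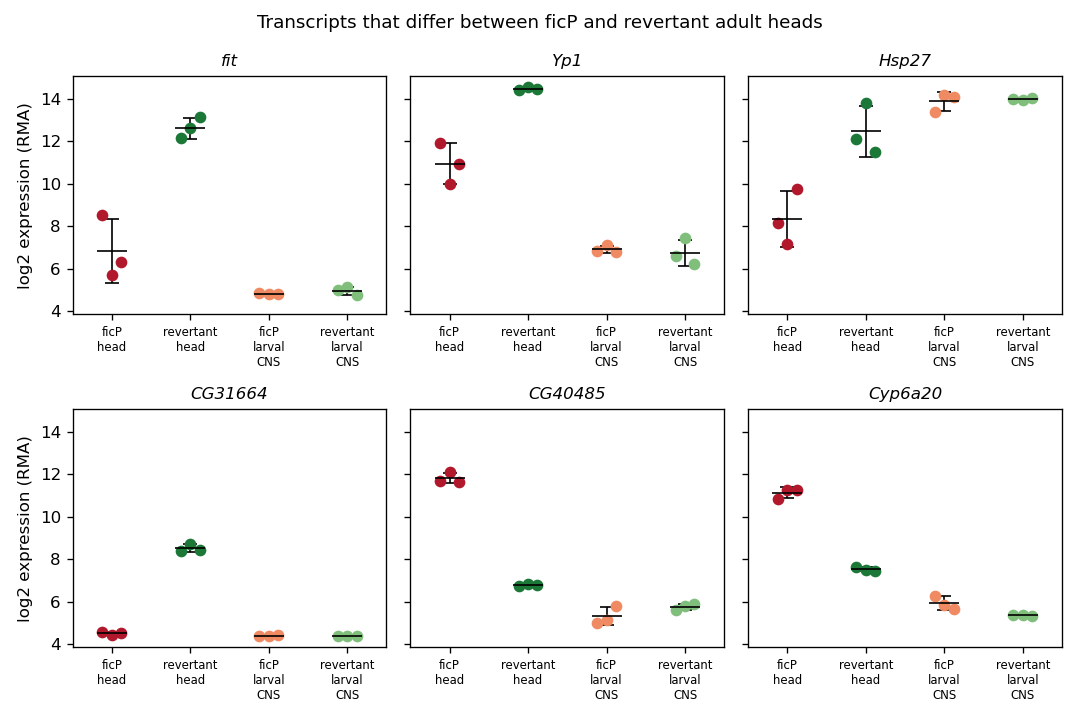
Log2 RMA values, in all 4 sample groups, of 6 genes that differ between the genotypes in heads. Dots are the 3 arrays of a group, and the bar with whiskers gives the mean ± SD. For each gene the 3 Btk29A ficP head arrays lie on the same side of the 3 revertant head arrays, with fit, Yp1, Hsp27 and CG31664 lower and CG40485 and Cyp6a20 higher in Btk29A ficP heads. Such a separation was a condition for genes picked by the size of their difference, so it is not a further result.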

The number of transcripts found to be differentially expressed between the two genotypes was more than 4 times higher in adult heads (744) as compared to larval CNS (167; Figure 3). This suggests that there are more Btk-dependent transcripts in the head, perhaps also reflecting the fact that the head is not only composed of neuronal tissue. 

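In heads, all 4 measured genes of the yolk protein list, which are transcribed in the fat body of females, were lower, as were all 4 when adjusted over the list alone. Yp1 was at 10.96 ± 0.98 against 14.49 ± 0.07 (mean log2 value ± SD, n = 3), and Yp2 and Yp3 differed by −3.40 and −2.79. The list as a whole passed the camera test (adjusted p = 0.00404), with an adjusted p = 0.997 with an estimated correlation, the value that this setting gave for each of the lists. Of 18 muscle genes 7 were higher and none was lower, 7 and none when adjusted over the list alone, with Act79B, a muscle actin, raised by 2.02 (standard error 0.17, adjusted p = 2.9e-05 from limma; list adjusted p = 0.234 from camera). Of 48 odorant-binding protein genes 6 were higher and 16 lower, over all probe sets and over the list alone, with Obp19b at 2.58, Obp99a at −4.09 and Obp57e at −2.76 (list adjusted p = 0.283). Of 57 odorant receptor genes 10 were higher and 15 lower (11 and 16 when adjusted over the list alone), among them the co-receptor Orco, higher by 1.18 (list adjusted p = 0.692). Apart from Orco, the odorant receptor genes with the largest differences were dim, at most 6.43 on any head array. Of 11 phototransduction genes 3 were higher and 2 lower, the same counts when adjusted over the list alone (list adjusted p = 0.994). ninaD, a scavenger receptor for carotenoids, was higher by 1.75, and the arrestin Arr2 differed by −0.73 on the values as deposited but by 0.54 after quantile normalization. Among 15 neuronal genes DAT, the dopamine transporter, was higher by 1.70 and another was lower, and among 11 glial genes axo alone was lower, at −0.52, with the same counts over each list alone (list adjusted p = 0.622 and 0.706). The spiked hybridization controls were lower on these Btk29A ficP head arrays too.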

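In Btk29A ficP heads 23 of 34 cytosolic ribosomal protein genes were lower and none was higher (26 and none when adjusted over the list alone), at a mean of −0.69 (adjusted p = 2.16e-08 from camera, adjusted p = 0.997 with an estimated correlation), but after quantile normalization the mean was 0.05 (adjusted p = 0.975). RpL23 differed by −1.42 and RpL39 by −1.29 on the values as deposited. Of 24 lipid metabolism genes 11 were lower and none was higher, over all probe sets and over the list alone (adjusted p = 0.00444 from camera, 0.997 as an adjusted p with an estimated correlation). The thiolase yip2 was at 11.84 ± 0.03 against 13.35 ± 0.20 (mean log2 value ± SD, n = 3). Of 80 cytochrome P450 genes 21 were higher and 16 lower (21 and 17 over the list alone; list adjusted p = 0.730), with Cyp4ac2 at −2.07, and of 79 cuticle protein genes 21 were higher and 21 lower (22 and 22 when adjusted over the list alone; list adjusted p = 0.948), with Cpr92F at 3.02 and Cpr51A at −2.82. Of the probe sets called in heads 2695 were higher and 4099 lower in Btk29A ficP, that is 39.7% up-regulated (exact binomial interval 38.5% to 40.8%, over probe sets that are not independent), against 48.2% after quantile normalization and 51.2% among probe sets with a mean log2 value above 6. With an absolute log2 difference above 1.2, 533 were up-regulated and 498 down-regulated (51.7% up). This share was 47.1% among probe sets with a mean log2 value above 6, 65.5% without Btk29A ficP head replicate 2 and 41.5% without Btk29A ficP head replicate 1. The lower level of the spiked hybridization controls on the Btk29A ficP head arrays holds for these groups as well.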

The distribution of up- and down-regulated transcripts was approximately 50% in adult heads. 

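In larval CNS of Btk29A ficP, some genes of muscle and of odorant-binding proteins were higher, and some ecdysone-induced genes were lower. Of 18 muscle genes 5 were higher and none was lower (7 and none when adjusted over the list alone; adjusted p = 5.68e-07 from camera, adjusted p = 0.997 with an estimated correlation), with the myosin light chain Mlc2 at 8.82 ± 0.27 against 7.00 ± 0.48 (mean log2 value ± SD, n = 3). Of 48 odorant-binding protein genes 8 were higher and 2 lower, also over the list alone (adjusted p = 3.69e-06 from camera, 0.159 from fry and, as an adjusted p with an estimated correlation, 0.997). Obp56a was higher by 2.63 (standard error 0.47, adjusted p = 0.0038 from limma) and Obp56b by 1.89. Of 9 salivary gland glue genes Sgs4, at 12.58 ± 0.85 against 10.54 ± 0.23 (n = 3), and Sgs7 were higher and ng2 was lower, also over the list alone. Sgs7 did not pass without Btk29A ficP larval CNS replicate 1 or 2 or revertant larval CNS replicate 2 or 3 (adjusted p = 0.0527 to 0.0649), nor ng2 in a fit to the larval arrays alone (adjusted p = 0.0701). This list passed camera (adjusted p = 0.032), but not with an estimated correlation (adjusted p = 0.997), after quantile normalization (adjusted p = 0.146) or in a fit to the larval arrays alone (adjusted p = 0.0587), nor without Btk29A ficP larval CNS replicate 1, revertant larval CNS replicate 2 or 3, or Btk29A ficP head replicate 2 (adjusted p = 0.0534 to 0.210). Of 16 genes of the ecdysone response 4 were lower, among them ImpE2 (−1.92) and ImpE3 (−1.45), and 1 was higher, also over the list alone (list adjusted p = 0.622). In total 2027 of the called probe sets were higher and 2564 lower in Btk29A ficP, that is 44.2% up-regulated (exact binomial interval 42.7% to 45.6%). After quantile normalization 2353 were higher and 1920 lower, or 55.1% up-regulated. With an absolute log2 difference above 1.2, 159 were up-regulated and 262 down-regulated (37.8% up), and 55.5% were up-regulated after quantile normalization.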

In the larval CNS sample group, the distribution of differentially expressed genes/transcripts was approximately 30% up-regulated versus 70% down-regulated, suggesting that transcriptional loss-of-function is the predominating feature in the larval CNS of *Btk29A* ^ficP^ mutants.

**Figure 6:**
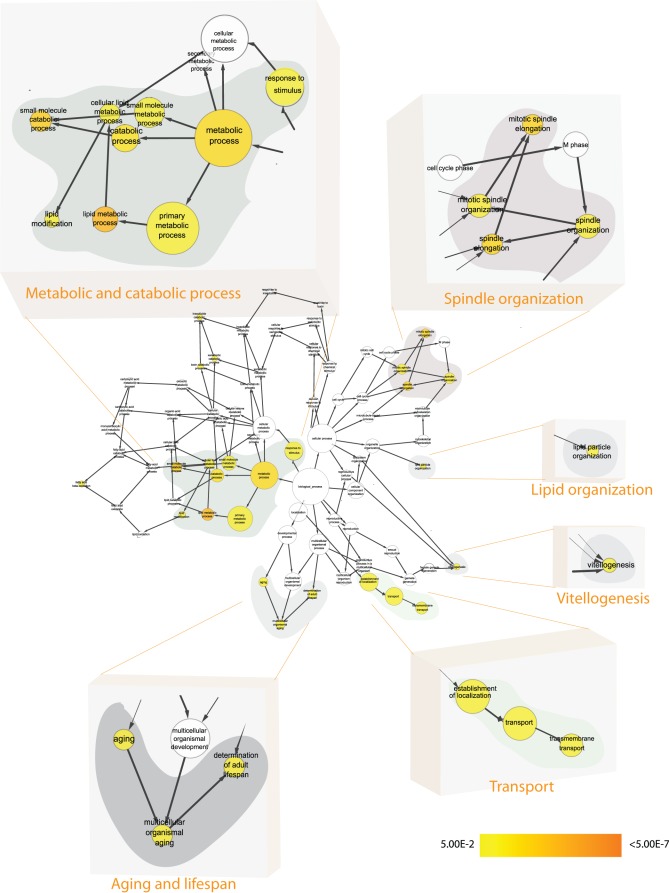
GSEA for the 744 Btk-dependent transcripts found in adult head tissue: Enriched clusters of Biological Processes were found in the Btk-dependent Adult head tissue analysis and were statistically significant. Figure 6 should be statistically interpreted as follows: The nodes, corresponding to different Gene Ontology clusters, are either not colored (white) i.e. not found with statistical power or colored in the scale yellow to orange, where yellow nodes are found with statistical significance *after* Bonferroni correction p<0.05 and orange colored nodes are found to be even more statistically significant after correction, with a p<7*10^−8^. The grey-zoned data highlights statistically enriched clusters of nodes (genes/transcripts), which all are represented under the manually designated heading e.g. ‘Transport’ or ‘Aging and life span’. Due to space limitations in the main figure (Figure 6) we are not able to list the genes belonging to each grey-zone and cluster. This information is instead found in the Figure S3.

**Table 1:** 25 genes found to overlap between *D. melanogaster* larvae CNS and adult head.

*D.melanogaster*	FlyBase ID	Differentially regulated	
Gene symbol		*Btk29A* ^ficP^	*Btk29A* ^ficP^
		Adult Head	Larvae CNS
w	FBgn0003996	4.37	3.49
TpnC47D	FBgn0010423	2.22	2.89
Α-Est1	FBgn0015568	1.83	2.21
l(3)mbn	FBgn0002440	1.39	2.18
CG5597	FBgn0034920	1.36	2.12
CG5023	FBgn0038774	1.28	1.62
CG11807	FBgn0033996	2.92	1.59
CG4398	FBgn0034126	1.91	1.53
pnt	FBgn0003118	1.4	1.31
CG2177	FBgn0039902	1.44	1.25
mthl3	FBgn0028956	*−2.23*	*−1.22*
pen-2	FBgn0053198	*−1.84*	*−1.25*
gdl-ORF39	FBgn0028377	*−1.23*	*−1.4*
CG14033	FBgn0046776	*−2.05*	*−1.4*
pst	FBgn0035770	*−1.59*	*−1.56*
CG6984	FBgn0034191	*−1.42*	*−1.65*
CG11671	FBgn0037562	*−2.01*	*−2*
CG42254	FBgn0259112	*−1.79*	*−2.02*
CG17264	FBgn0031490	*−1.72*	*−2.07*
CG32368	FBgn0052368	*−2.9*	*−5.88*
CG12241	FBgn0038304	1.46	*−1.29*
Dob	FBgn0030607	*−1.87*	1.61
Obp56h	FBgn0034475	*−3.52*	2.12
proPO-A1	FBgn0261362	*−1.64*	2.81
CG10176	FBgn0032682	1.22	*−1.28*

*Italics* denotes down-regulated genes.

* denotes genes differentially expressed NOT in the same regulatory direction for the larval CNS and adult head sample group.

### Clustering of Genes and Functional Enrichment

By performing gene set enrichment analysis using Cytoscape and the plug-in BiNGO we identified different Gene Ontology (GO) clusters being enriched in the different data sets. For the 391 probe sets indicated to be *Btk-dependent during fly neuronal development* we found four major Gene Ontology clusters to be enriched within this list (Figure 4 and a more detailed view is found in Figure S1 where the corresponding genes are listed to respective statistically significant nodes). Due to space limitations in the figures we were not able to enlarge all the titles of the nodes within the figure. We have instead tried to find commonalities within the grey-zone and manually put a ‘heading’ for each of these zones in order to give the reader an overview of the result of the GSEA. In order to see the node titles (corresponding to Gene Ontology Biological Process names) the reader can zoom in on the figure and by this be able to read the text. Amongst these clusters representing Death, Cell development, Metabolic process and Gland development we find genes previously linked to Btk function and fly development, thus validating the approach of our study, but also genes not previously known to be associated with Btk in the fly. As such, gene set enrichment analysis suggests that the genes identified reflect a *bona fide* response of fly neuronal development to the loss of Btk.

**Figure 7:**
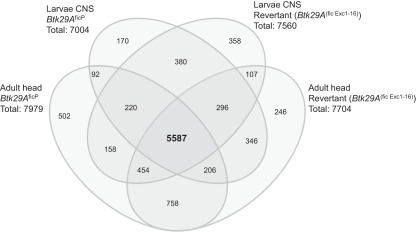
Distribution of expressed transcripts in each sample group and their overlaps: Venn- diagram showing the number of expressed probe-sets of the respective sample group and their overlap. The probe-sets found to be expressed above background (Affymetrix P-calls) in all three replicates per sample group were considered within this figure.

**Figure 8:**
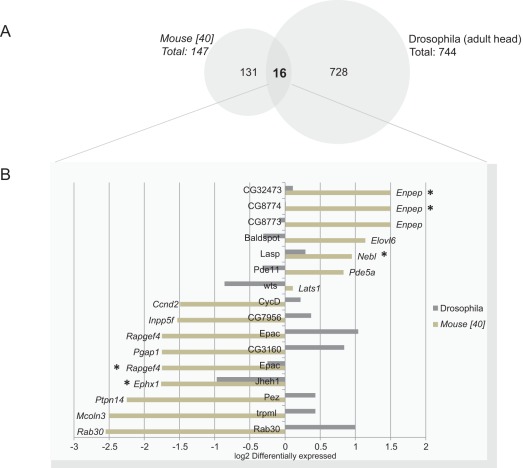
Comparison between Mouse and Drosophila Btk-dependent transcript: **A)** ***Venn-diagram:*** showing the overlap between Btk-dependent Transitional type 1 B-cells from Btk-defective mice [40] (a total of 147 differentially expressed genes) and the Btk-dependent transcripts found in *Btk29A* ^ficP^ *Drosophila* adult head (a total of 744 differentially expressed genes). **B)** ***Thirteen orthologous transcripts found in Btk KO mouse Transitional type 1 B-lymphocytes and in Btk29A defective flies.*** Bar-graph showing the 16 transcripts, corresponding to 13 genes, found to be common in a homology search between the Btk-dependent transcripts found in the *Btk KO* mouse Transitional type 1 B-cells compared to its healthy control strain [40] and the current *Drosophila Btk29A* ^ficP^ study. Out of these 13 genes, 5 genes showed the same regulatory direction i.e. being up- or down-regulated in the respective Btk-defective strain (denoted as *).

In the larval CNS we find 167 Btk-dependent transcripts being differentially expressed with an SLR >1.2 between *Btk29A* ^ficP^ and revertant flies. 

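In larval CNS, lncRNA:CR32368 was lower in Btk29A ficP, at 5.50 ± 0.42 against 11.38 ± 0.43 in the revertant (mean log2 value ± SD, n = 3), a difference of −5.88 (standard error 0.32, adjusted p = 1.8e-05 from limma). Mst87F, a gene known from the male germ line, differed by −2.64 (standard error 0.29, adjusted p = 0.00034), Sting, of the innate immune response, by −2.44, and TwdlE, of a family of cuticle proteins, by −2.12 (standard error 0.13, adjusted p = 3e-05). Mst84Da and Mst84Db were at 8.47 and 9.10 on revertant larval CNS replicate 1, above all other larval arrays. Of 17 male reproductive tract genes 1 was higher and 2 were lower in Btk29A ficP larval CNS. The tissue source of these transcripts was not tested. mthl4, of the methuselah receptor family, was higher in Btk29A ficP, at 9.21 ± 0.84 against 5.43 ± 0.09. PPO1, a prophenoloxidase of the haemocytes, was higher by 2.81 (standard error 0.62, adjusted p = 0.011), CG30098 by 2.95 and CG8745 by 2.73. Gnmt, a glycine N-methyltransferase, was higher by 3.84 (standard error 0.83, adjusted p = 0.0097), which did not pass in a fit to the larval arrays alone (adjusted p = 0.0542). Some muscle and glue genes, Mlc2 and Sgs4 among them, were higher on the same Btk29A ficP arrays. The number of called probe sets was 2995 without Btk29A ficP larval CNS replicate 1, 2979 without revertant larval CNS replicate 2 and 2872 without revertant larval CNS replicate 3. The number above 1.2 on the log2 scale was 782 without Btk29A ficP larval CNS replicate 2 and 715 without revertant larval CNS replicate 1.

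**Figure D2:**
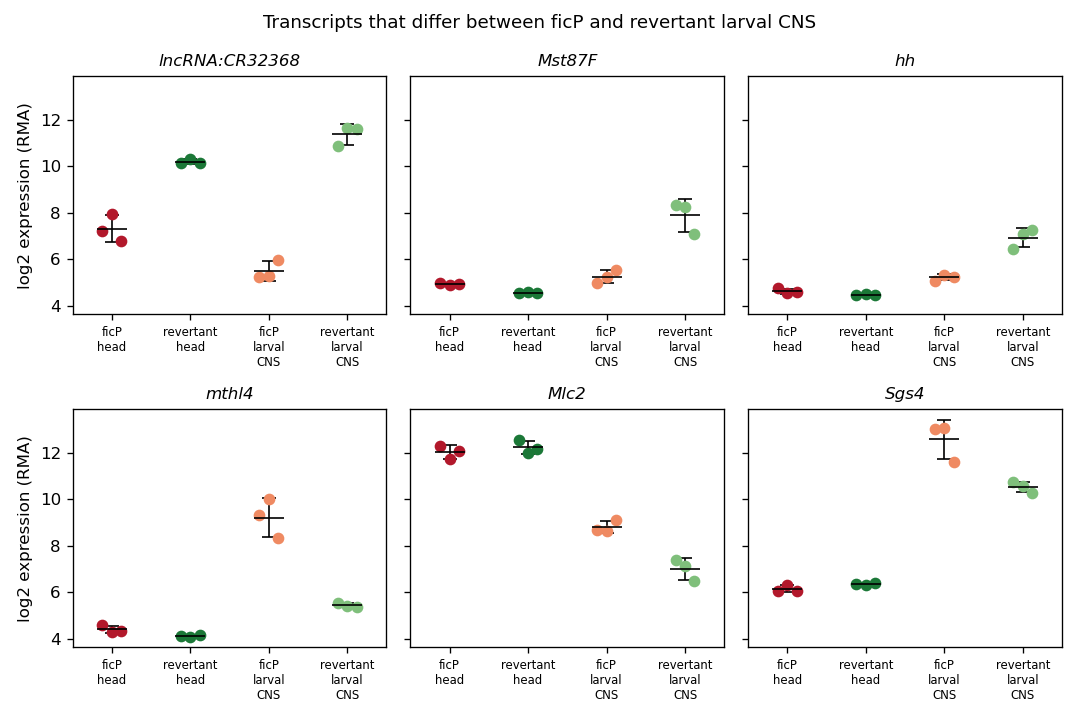
Log2 RMA values, in all 4 sample groups, of 6 genes that differ between the genotypes in larval CNS. Dots are the 3 arrays of a group, and the bar with whiskers gives the mean ± SD. lncRNA:CR32368, Mst87F and hh lie lower, and mthl4, Mlc2 and Sgs4 higher, on all 3 Btk29A ficP larval CNS arrays than on the 3 revertant larval CNS arrays. For genes picked by the size of their difference this separation was a condition.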

A Gene Set Enrichment Analysis on this set of transcripts reveals Gene Ontology terms which mirror undifferentiated progenitor cells for the future adult i.e., ‘imaginal’ cells (Figure 5 and a more detailed view is found in Figure S2 where the corresponding genes are listed and colored depending on the direction of the regulation to respective statistically significant nodes). Indeed, one of the processes showing the highest statistical score (after correction with the Benjamini-Hochberg algorithm) is ‘Imaginal disc development’ (GO:0007444′′) with a corrected p-value <0.003. 

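Of 50 measured genes of imaginal disc development, listed before the data were examined, 11 were lower and 2 higher in larval CNS of Btk29A ficP, over all probe sets and over the list alone. hh, which encodes the Hedgehog signal, was at 5.22 ± 0.14 against 6.93 ± 0.42 in the revertant (mean log2 value ± SD, n = 3), a difference of −1.72 (standard error 0.18, adjusted p = 0.00026 from limma). ex, a regulator of growth in the Hippo pathway, differed by −1.44 (standard error 0.38, adjusted p = 0.023), but not without Btk29A ficP larval CNS replicate 1 or 3 or revertant larval CNS replicate 3 (adjusted p = 0.0608 to 0.0851). The Iroquois gene caup (−1.32, adjusted p = 0.068), ss (−1.35, adjusted p = 0.068) and the cadherin gene ds (−1.19, adjusted p = 0.085) did not pass the test. The list had a mean of −0.61 and an adjusted p = 0.0347 from camera. It did not pass with an estimated correlation (adjusted p = 0.997), with fry (adjusted p = 0.159), among probe sets with a mean log2 value above 6 (adjusted p = 0.0959), with the replicate number as a block (adjusted p = 0.0669), or without any of 5 of the arrays in turn (adjusted p = 0.0590 to 0.210). Those arrays were Btk29A ficP larval CNS replicates 1 and 3, revertant larval CNS replicates 1 and 3, and revertant head replicate 2. In the same larval arrays some muscle and glue genes were higher in Btk29A ficP. In heads 5 genes of the list were higher and 7 lower (4 and 6 when adjusted over the list alone; list adjusted p = 0.966), and the difference between the stages did not pass (adjusted p = 0.227).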

Another GO-term, ‘Developmental process’ (for *D. melanogaster*), characterized by 42 genes (in our 167 gene list) out of a total of 117(in the GO ‘Developmental process’ gene list), which comprises 35.8% of the total number of genes in the GO term and 25% of the genes being differentially expressed in “larval CNS *Btk29A* ^ficP^”.

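Of 51 measured genes of ageing and lifespan, listed before the data were examined, 9 were lower and 4 higher in Btk29A ficP heads, over all probe sets and over the list alone. Hsp68, a stress-induced chaperone, and Hsp26, a small heat shock protein, differed by −3.63 (standard error 0.82, adjusted p = 0.0076 from limma) and −3.15 (standard error 0.84, adjusted p = 0.016), though neither passed in a fit to the head arrays alone (adjusted p = 0.0595 and 0.0753), nor Hsp26 without Btk29A ficP head replicate 1 (adjusted p = 0.0538) or revertant head replicate 2 (adjusted p = 0.0561). cnc, a transcription factor of the oxidative stress response, differed by −2.40 (standard error 0.39, adjusted p = 0.0013) on a probe set that may also read other transcripts. mth, the receptor Methuselah, was higher, at 8.57 ± 0.19 against 6.80 ± 0.11 in the revertant (mean log2 value ± SD, n = 3). As a list, these genes had a mean of −0.41 and did not pass the test against other genes (adjusted p = 0.504 from camera, adjusted p = 0.997 with an estimated correlation). Camera looks for a shift of the list in 1 direction, which members going both ways can hide. The paper instead tested over-representation among transcripts past its cut-off in either direction, so this result does not bear directly on that one. Of 8 heat shock protein genes 4 were lower and none was higher (5 and none when adjusted over the list alone), with a mean of −1.63 and an adjusted p = 0.102 from camera. The spiked hybridization controls were also lower on the Btk29A ficP head arrays.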

For the 744 differentially expressed (SLR>1.2) transcripts found in “adult head *Btk29A* ^ficP^” there is an overrepresentation of the terms ‘Aging’ (GO:0007568) and ‘Determination of lifespan’ (GO:0008340) (Figure 6 and a more detailed view is found in Figure S3 where the corresponding genes are listed and colored depending on the direction of the regulation to respective statistically significant nodes). These findings were expected as life span is reduced in *Btk29A* ^ficP^ mutants [12], [13]. 

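In larval CNS 4 of the 51 measured genes of ageing and lifespan were higher in Btk29A ficP and 4 were lower (3 and 4 when adjusted over the list alone). mthl4, a paralog of mth, was higher by 3.78 (standard error 0.33, adjusted p = 0.00013 from limma). Gclc, the catalytic subunit of the enzyme that starts glutathione synthesis, was lower, at 5.93 ± 0.20 against 7.32 ± 0.07 (mean log2 value ± SD, n = 3). NLaz, a lipocalin, differed by −1.20 (adjusted p = 0.16). The list had a mean of −0.15 in larval CNS and did not pass (adjusted p = 0.948 from camera). The difference of this list between heads and larval CNS, −0.26 on average, was tested itself and did not pass either (adjusted p = 0.297 from camera, adjusted p = 0.978 with an estimated correlation).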

As these Gene Ontology terms are not found to be enriched in the larval CNS tissue samples we hypothesize that the reduction of life span, due to the Btk defect, is manifested later in the life of the fly and therefore cannot be foreseen at the larval stage. There are no Gene Ontology terms found to be enriched in *both* adult heads and larval CNS from a global transcriptomical point of view. This potentially indicates that Btk plays somewhat different roles at these two developmental stages in *Drosophila*. This is further supported by the finding that the larval CNS and adult head sample groups shared only 20 transcripts (corresponding to 20 genes) out of a total of 29 transcripts (corresponding to 25 genes), whose expression was either up- or down-regulated in *Btk29A* ^ficP^ mutants at *both* developmental stages, and a half of these genes was up-regulated and another half was down-regulated (Table 1 and Table S1). 

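Of the 33 gene lists tested at each stage, the cytosolic ribosomal proteins passed the camera test at both, in opposite directions. In larval CNS 5 of the 34 genes were higher and 1 lower in Btk29A ficP, also over the list alone, with a mean of 0.11 (adjusted p = 0.000783, and adjusted p = 0.997 with an estimated correlation). The mean was −0.03 after quantile normalization and 0.00 (adjusted p = 0.0582) without revertant larval CNS replicate 1, so that the direction does not hold in larval CNS, as it did not in heads. RpS19b differed by −0.36 (standard error 0.06, adjusted p = 0.0037 from limma), on a dim probe set that was below a log2 value of 6 on every larval array. The lists of yolk proteins and lipid metabolism passed in heads but not in larval CNS (adjusted p = 0.708 and 0.281), and those of muscle, odorant-binding proteins, salivary gland glue, cuticle proteins and imaginal disc development passed in larval CNS but not in heads, all with adjusted p = 0.997 with an estimated correlation. The cuticle protein list had 14 genes higher and 8 lower in larval CNS (15 and 10 when adjusted over the list alone; adjusted p = 0.00444 from camera), among them Cpr60D, higher by 1.24. This call was lost with an estimated correlation (adjusted p = 0.997), with fry (adjusted p = 0.361) and after quantile normalization (adjusted p = 0.146). The difference between the stages was tested for each list and passed for yolk proteins (adjusted p = 0.00257), odorant-binding proteins (0.000233), lipid metabolism (0.00191) and ribosomal proteins (5.21e-10), with adjusted p = 0.738 to 0.793 with an estimated correlation. It did not pass for muscle (adjusted p = 0.239), salivary gland glue (0.227), imaginal disc development (0.227) or cuticle proteins (0.297). Gene Ontology terms were not tested here.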

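Of the 25 genes of Table 1, 17 had a probe set named for them here, and 12 of these differed in the same direction at both stages. Higher in Btk29A ficP were l(3)mbn (1.40 in heads and 2.18 in larval CNS), jtb (1.91 and 1.54), CG5023 (1.29 and 1.62) and Zip102B, a zinc transporter (1.44 and 1.26), together with CG11807 and CG5597. Lower at both stages were pen-2, a subunit of the γ-secretase complex (−1.85 and −1.25), pst (−1.59 and −1.56) and CG6984 (−1.42 and −1.65), together with CG17264, Nazo and lncRNA:CR32368. The remaining 5 genes went in opposite directions. Obp56h was lower in heads (−3.52) and higher in larval CNS (2.12), as was dob, a lipase (−1.87 and 1.61), whereas CG12241 (1.45 and −1.29) and grnd (1.23 and −1.27) were higher in heads and lower in larval CNS. PPO1 was higher in larval CNS and had a difference of −1.64 in heads that did not pass the test (adjusted p = 0.068 from limma). dob in larval CNS passed in the fit to all arrays (adjusted p = 0.0093) but not in that to the larval arrays alone (adjusted p = 0.0522). The study chose this list on these samples, so its counts are not independent evidence. Over all probe sets 2264 were called at both stages, 985 of them in the same direction and 1279 in opposite directions. With a variance of its own for each stage 1837 were called at both, where independent lists give 1723. With 1 variance for both stages, the count of 2264 became 3611 without Btk29A ficP head replicate 2. It became 1498 and 1445 without revertant larval CNS replicate 2 or 3, and 414 among probe sets with a mean log2 value above 6. With an absolute log2 difference above 1.2, 96 probe sets were shared, where independent lists give 23 if all probe sets vary alike, with 25 higher and 26 lower at both stages and 45 in opposite directions. The correlation of the head and larval differences across all probe sets was −0.04.

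**Figure D3:**
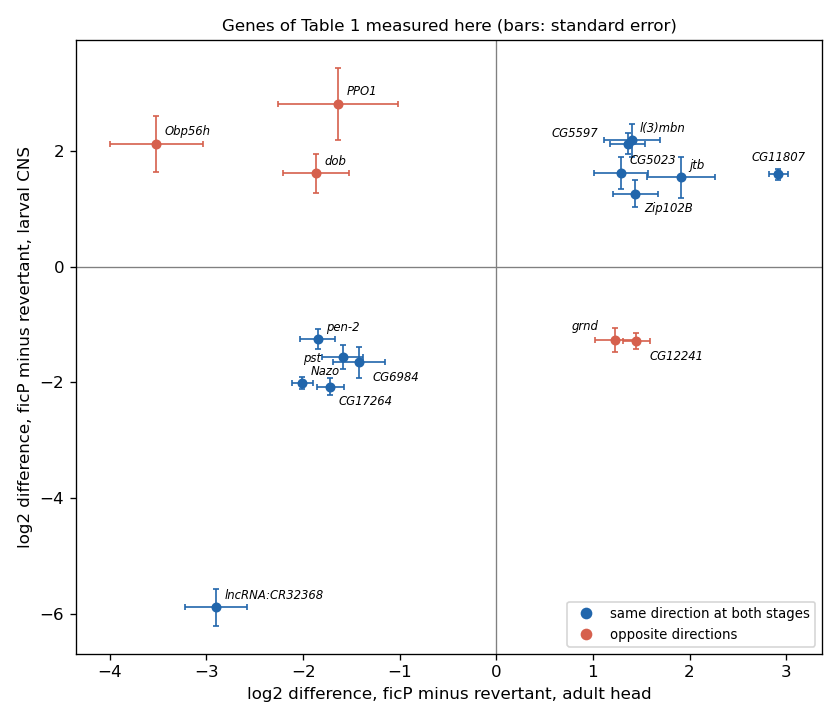
Log2 difference between Btk29A ficP and revertant of the 17 genes of Table 1 measured here, in heads (horizontal axis) and in larval CNS (vertical axis). Bars are standard errors. Blue points are the 12 genes that differ in the same direction at both stages and red points the 5 that differ in opposite directions.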

Table S1 mirrors Table 1 in addition to adding the dimension of every gene’s Gene Ontology term including Gene Ontology ID. 

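Of 30 measured genes of mitosis and the spindle, listed before the data were examined, 5 were lower and 1 was higher in Btk29A ficP heads (3 and none when adjusted over the list alone). borr, a subunit of the chromosomal passenger complex, was at 4.90 ± 0.01 against 6.09 ± 0.12 in the revertant, ncd, a kinesin of the spindle, at 5.36 ± 0.04 against 6.51 ± 0.03 (mean log2 value ± SD, n = 3), and ana2, which takes part in centriole duplication, differed by −0.46 (standard error 0.08, adjusted p = 0.0022 from limma). In larval CNS 4 genes were lower and none was higher (none when adjusted over the list alone), with Sas-4, a centriole protein, at −0.89 (adjusted p = 0.015) and the transforming acidic coiled-coil gene tacc at −0.99 (adjusted p = 0.024), both lost without Btk29A ficP larval CNS replicate 1 or revertant larval CNS replicate 2 or 3 (adjusted p = 0.0534 to 0.0736), Sas-4 also without Btk29A ficP larval CNS replicate 3 (adjusted p = 0.0501) and in a fit to the larval arrays alone (adjusted p = 0.0551), and tacc on a probe set that may also read other transcripts. The list did not pass in heads (mean −0.14, adjusted p = 0.636 from camera) or in larval CNS (mean −0.28, adjusted p = 0.504), and its difference between the stages did not pass (adjusted p = 0.946). Of 25 genes of neuroblasts and neurogenesis, 4 were lower and none was higher in heads, also over the list alone, with the proneural gene l(1)sc at −0.81 (adjusted p = 9e-05; list adjusted p = 0.632). In larval CNS 1 was higher and 2 were lower (none and 2 when adjusted over the list alone), with sc at −0.85 (adjusted p = 0.00088; list adjusted p = 0.622). In heads l(1)sc was below a log2 value of 6 on every array. The genes borr, ncd and ana2 were below 6 on the Btk29A ficP head arrays and at most 6.54 on the revertant ones. These head calls are therefore on dim probe sets. The spiked hybridization controls were lower on the Btk29A ficP head arrays, and some muscle and glue genes were higher on the Btk29A ficP larval arrays.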

Btk might be more important in adult rather than larval neural tissues due to the finding of ‘Spindle organization’-enriched genes, which belong to the Gene Ontology term ‘mitotic spindle’. Thus, in the adult developmental stage, Btk might play a role in proliferation of the glia, since there are no neuroblasts in the adult head. On the other hand, a gene set enrichment analysis (using the web-based GO tool ‘DAVID’) performed on the above mentioned 25 genes (Table 1 and Table S1) revealed a statistical significant overrepresentation of the GO term ‘Behavior’ (GO:0007610), indicating that the Btk defect, independent of the developmental stage, might be manifested via the biological process ‘Behavior’ in *Drosophila*. 

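Down-regulated probe sets were 60.3% of those called in heads, 55.8% in larval CNS and 62.8% for the genotype over both stages. In heads 51.2% of the calls among probe sets with a mean log2 value above 6, and 51.7% of the differences above 1.2, were up-regulated. After quantile normalization 3232 of the head calls were lower and 3008 higher, and in larval CNS the larger share was up-regulated. Among the lists, innate immunity had 5 of 20 genes lower and none higher in heads (3 and none when adjusted over the list alone; adjusted p = 0.216 from camera), with the immune-induced peptide BomS2 at 9.63 ± 0.06 against 13.95 ± 0.03 (mean log2 value ± SD, n = 3) and the antimicrobial peptide Metchnikowin (Mtk) at −3.94 (standard error 1.00, adjusted p = 0.013 from limma). Of 8 genes of the Btk pathway and actin regulation, kel, the ring canal protein Kelch, was lower in heads (−2.33, standard error 0.44, adjusted p = 0.0028), as was chic, which encodes profilin (−0.88, standard error 0.13, adjusted p = 0.00071), both on probe sets that may read other transcripts, and none was higher, also over the list alone (list adjusted p = 0.248). The spiked hybridization controls were lower on these arrays as well. In larval CNS no gene of this list passed at an adjusted p under 0.05 (list adjusted p = 0.836).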

Another interesting observation throughout the gene set enrichment analysis was that the number of down-regulated transcripts predominates independent of data set introduced, mirroring the loss-of-function nature of *Btk29A* ^ficP^ mutants.

### Transcriptional Comparison between Mouse and Fruit fly Btk-defective Cells

A central question in biology is to what level protein function in intracellular signaling pathways is conserved through evolution of species, like e.g. between mammals and insects. For instance, it has been proven possible to ‘humanize’ the fly by introducing human genes of interest, including the human *BTK* gene, and studying them in an organotypic context [13], [29], [30]. Previous studies on components in the JAK/STAT signaling pathway has revealed a small, but statistically significant, overlap between *Drosophila* and mammals at a transcriptomic level [31]. In sea urchins and sea stars, organisms that diverged from their common ancestor 500 million years ago, a three-gene feedback loop involving Notch-signaling controls endoderm and mesoderm development in both overlapping and distinct ways [32]. Furthermore, appendages of different insects show divergent use of developmental regulatory genes, including the helix-loop-helix, homeodomain transcription factor Distal-less [33]. These phenomena have been referred to as gene regulatory network “plug-ins”, in which sub-circuits are frequently re-deployed during evolution while the internal structure remains the same [34]. Further example of such rewiring comes from protein kinase A (PKA) catalytic subunit signaling in the fungus of the genus, *Cryptococcus* [35]; two sibling species of this pathogen express two different catalytic subunits of PKA, and alternative subunits are used in virulence factor production and mating in each species. It is envisaged that an ancestral PKA underwent a duplication event leading to the two catalytic subunit genes, one of which retained its function for the given biological processes in each species. Whether the “unused” subunit has undergone neofunctionalization with a novel gain-of-function for another biological activity is not known, but this example demonstrates evolutionary reconfiguration of a signaling cascade. Recently, rewiring of both prokaryotic and eukaryotic signaling pathways has been achieved using rational design, demonstrating another aspect of the alteration of signal transduction pathways [36], [37].

Apart from the well-known developmental role in the immune system, mammalian Btk has been shown to exert two counteracting roles in apoptosis, one as a protector and in the other as an inducer of apoptosis depending on the context [38], [39]. This reflects the diverse role of a protein within a species. In the fruit fly, loss of the *Btk29A* type 2 transcript is compatible with life, as opposed to loss of both types 1 and 2 of *Btk29A*, which is embryonic lethal. However, type 2 mutant flies display reduced life span as well as malformation of the male genitalia [15], [16]. We have previously published work on Btk-defective mouse B-lymphocytes using gene expression profiling [40], [41]. In order to identify factors with conserved functions throughout evolution we conducted an inter-species comparison of the Btk-dependent transcripts identified in *Drosophila* against our previous transcriptomic data obtained with mouse Btk-defective Transitional type 1 B-lymphocytes [40]. Figure 7 illustrates the number of transcripts found to be expressed in every *Drosophila* sample group examined and the level of overlap between the assemblies. This indicates that approximately 30% of the *Drosophila* genome is expressed at the time examined in the respective tissues and strains. In comparison to these numbers, in mammalian B-lymphocytes [40] we see that 37% of all transcripts in the mouse genome are expressed at any given time. 

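With a log2 value above 6 on all 3 arrays of a group taken as expressed, 8137 probe sets were expressed in Btk29A ficP heads, 8731 in revertant heads, 8376 in Btk29A ficP larval CNS and 8548 in revertant larval CNS. In all 4 groups 6383 probe sets were expressed, 34.0% of the 18769 tested, and in at least 1 group 10439 were. The Y-linked male fertility genes, which are known to be transcribed in the testis, had group means of 4.11 to 5.35. This level is another measure than the detection calls of Fig. 7, and it lies close to the common median of the arrays, so that the count depends on it. A level of 5 gave 12160 probe sets in all 4 groups (64.8%) and a level of 7 gave 3843 (20.5%).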

Figure 8A shows a Venn-diagram that illustrates the overlap between the differentially expressed transcripts found in mouse Btk-defective Transitional type 1 B-cells (a total of 147 regulated genes) and the *Drosophila Btk29A* ^ficP^ adult head (a total of 744 differentially expressed transcripts). The overlap between the two species is only sixteen transcripts, corresponding to 13 genes in the Btk-defective mice found in our previous study [40] having orthologs in the Btk-dependent transcripts identified in *Drosophila* (Figure 8B). Of these 16 transcripts only 5 are found to show parallel changes in *Drosophila* and mice being either up- or down-regulated in the Btk-defective strains (denoted as * in Figure 8B). 

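The genes of Fig. 8B were measured in heads by probe sets named for 11 of them, and 2 were higher and 1 lower in Btk29A ficP, over all probe sets and over the list alone. PGAP1, an enzyme of glycosylphosphatidylinositol anchor processing, was higher by 0.84 (standard error 0.09, adjusted p = 0.00014 from limma) and Rab30, a small GTPase, by 1.00 (standard error 0.28, adjusted p = 0.021), the latter on a probe set that may read other transcripts. The call for Rab30 was lost without Btk29A ficP head replicate 3 (adjusted p = 0.0588) or revertant head replicate 1 (adjusted p = 0.0722). Epac, an exchange factor that is activated by cyclic AMP, differed by −0.24 (adjusted p = 0.023) on 1 probe set and by 1.03 (adjusted p = 0.093) on the other, so that its direction depends on the probe set. The call on the first was lost after quantile normalization, in a fit to the head arrays alone and without any 1 of the 3 revertant head replicates (adjusted p = 0.0537 to 0.0762). The kinase gene wts (−0.85, adjusted p = 0.33), the cyclin gene CycD (0.22, on a probe set that may read other transcripts), the phosphodiesterase gene Pde11 (−0.31 and −0.32 on its 2 probe sets), Pez (0.43, adjusted p = 0.52), sp3 (0.37, adjusted p = 0.24) and CG32473, CG8774 and CG8773 (0.11, 0.01 and −0.08) did not pass the test. The study chose these genes on the head samples, so that their direction is not independent evidence. The mouse B-cell data were not analysed here.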

By analyzing the gene expression profile from Btk-defective flies representing two different developmental stages and comparing these to mammalian Btk-defective B-cells we conclude that there is no significant overlap in the transcriptome for Btk-defective mammalian B-cells and neuronal cells from *Drosophila*. Based on these observations, we conclude that there is no significant functional transcriptomic conservation for Btk targets between the mammals and fly species.

### Concluding Remarks

Although the upstream signaling protein components of *Btk29A* seem to be conserved throughout evolution, the downstream transcriptional pattern seems not to be comparable between the fruit flies and mice. The Btk-dependent gene expression profile seen in mouse transitional type 1 B-lymphocytes from Btk-defective animals thus differs from the global transcriptomic signature seen in *Btk29A* type 2-defective neural tissues from *Drosophila*. This is in contrast to JAK/STAT signaling in which both the upstream and downstream components were reported to be conserved [31].

Indeed, large scale profiling data must be interpreted with caution and the genes identified here await ultimate proof as to whether they represent the *bona fide* effectors of *Btk29A*-mediated developmental signaling. Although detailed mechanisms of action of individual effectors and their roles linked to *Btk29A* function remains partially unknown, it is interesting to note that a profile related to life-span was recognized, suggesting that our transcriptomical mapping approach has effectively identified different pathways and effectors likely to play roles in Btk signaling and functioning regarding fruit fly development.

## Materials and Methods

### Drosophila Melanogaster *Strains*

*w;Btk29A* ^ficP^ */CyO* and *w1118; Btk29A* ^(fic Exc1–16)/^ *SM1* were generated in the Yamamoto laboratory (http://www.jst.go.jp/erato/project/yks_P/yks_P.html). Flies were raised on standard medium on a 12∶12 h L:D cycle, at 23°C and at 55% RH. The *Btk29A* ^ficP^ chromosome was put over the *CyO, P{w[+mC] = ActGFP}JMR1* (source: Bloomington stock center) balancer using standard crossing schemes. This balancer was later used for sorting heterozygous (GFP-positive) from homozygous *Btk29A* ^ficP^ mutants (GFP-negative). *Btk29A* ^(fic Exc1–16)^ flies were kept homozygous viable in stocks.

### P-element Breakpoint Determination using PCR

Four kb (2L:8274950,8279050) surrounding the *Btk29A*-locus was used as a template to construct 8 forward-, and 8 reverse-oriented primers covering the entire 4-kb region from both ends with a 500 bp spacing. Primers were also made for the 3′- and 5′-ends of the *Btk29A* ^ficP^ -responsible P-element (BmΔ-w). Both primers were facing outwards from the P-element. PCR was performed using ABI GeneAmp™ system 2700 and the insertion site was determined by sequencing the PCR product (http://www.eurofinsdna.com ).

### Dissection and Sample Preparation

Flies were anaesthetized using CO_2_, then immediately dissected. The tissues dissected were the complete heads, severed at the neck from adult flies and the CNS (developing brain), including the optic lobes from third instar wandering stage larvae. Tissues were collected into RLT buffer, pooled and extracted for RNA using Qiagen RNeasy RNA extraction kit (Qiagen, Valencia, CA, USA). In total there were 3 replicates for *Btk29A* ^ficP^ and *Btk29A* ^(fic Exc1–16)^ sample groups (the larval CNS and adult heads).

### RNA Isolation and Microarray Processing

RNA was extracted and *in vitro* reverse-transcribed according to Affymetrix protocol. Quality assurance was provided by using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), after RNA extraction and *in vitro* transcription steps. *Drosophila* genome 2 expression arrays were hybridized and read using standard Affymetrix procedures. Microarrays were run at the Bionformatics and Expression Analysis core facility (http://apt.bea.ki.se/index.html) located at Karolinska Institutet, Huddinge (Novum).

### Processing of the High-throughput Arrays and Analysis

GeneChip.CEL files were analyzed by using R statistical programming language, Bioconductor (http://www.bioconductor.org/), and the affy package. Data were initially RMA normalized first across the samples and then within each sample group. RMA normalized data were then scaled to a common median value. Both raw and pre-processed data is deposited in GEO (http://www.ncbi.nlm.nih.gov/geo/) (GSE30627).

Further filtering, within sample group analyses and pair-wise comparisons were carried out using dChip (https://sites.google.com/site/dchipsoft/, http://biosun1.harvard.edu/complab/dchip/) and Microsoft Excel.

For the Venn-diagram (Figure 7), the probe-sets found to be expressed above background (Affymetrix P-calls) in all three replicates per sample group were considered within this figure.

### Comparison between Btk-dependent Transcripts from Btk KO Mouse Transitional Type 1 B-cells [40] and Adult Btk29A^ficP^ Drosophila Btk-dependent Transcripts

An inter-species comparison was conducted of the Btk-dependent transcripts identified in *Drosophila*, a total of 744 Btk-dependent transripts were found, compared to our previous transcriptomic data obtained from mouse Btk-defective Transitional type 1 B-lymphocytes [40], where a total of 147 Btk-dependent genes were reported as differentially expressed. The 147 genes found to be Btk-dependent in Btk-defective mouse Transitional type 1 B-cells were investigated for orthologs/homologs in the *Drosophila melanogaster* specie. We made use of the Affymetrix oligonucleotide array comparison to find which transcripts could be possible homologs (www.affymetrix.com/analysis/index.affx). The converted orthologs were then compared with the differentially expressed Btk-dependent transcripts found in the *Drosophila Btk29A* ^ficP^ adult heads.

### Gene Set Enrichment Analysis

Enriched GO clusters were analyzed using Cytoscape (http://www.cytoscape.org/) [26], with the plug-in system BiNGO [27] in addition to the DAVID web-tool (http://david.abcc.ncifcrf.gov/home.jsp) [28], [29]. The Hyper-geometric Test with Benjamini-Hochberg False Discovery Rate Correction was chosen for both the analyses [27].

## Supporting Information

Figure S1 **Gene Set Enrichment Analysis for Gene Ontology (biological process) clusters for the 391 Btk-dependent transcripts during Fly neuronal development (** **Figure 4** **in manuscript):** Enriched Biological Process clusters within the list of 391-transcripts (Btk-dependent transcripts during fly neuronal development). The genes belonging to respective cluster are written next to the grey-zoned areas. For the main Figure 4, Figure S1 shows the respective genes found for each cluster (grey-zoned in Figure 4).
(EPS)

Figure S2 **Gene Set Enrichment Analysis for Gene Ontology (biological process) clusters for the 167 Btk-dependent transcripts found in larvae CNS:** Differentially expressed transcripts (167) were subjected to GSEA and enriched clusters were found. The genes belonging to respective cluster are marked in either red (up-regulated) or blue (down-regulated) depending on the direction of the gene. For the main Figure 5, Figure S2 shows the respective genes found for each cluster (grey-zoned in Figure 5). The genes belonging to respective cluster are marked in either red (up-regulated) or blue (down-regulated) depending on the direction of the gene.
(EPS)

Figure S3 **Gene Set Enrichment Analysis for Gene Ontology (biological process) clusters for the 744 Btk-dependent transcripts found in adult head tissue:** Enriched clusters of Biological Processes were found in the Btk-dependent Adult head tissue analysis and were statistically significant. The genes belonging to respective cluster are marked in either red (up-regulated) or blue (down-regulated) depending on the direction of the gene. For the main Figure 6, Figure S3 shows the respective genes found for each cluster (grey-zoned in Figure 6). The genes belonging to respective cluster are marked in either red (up-regulated) or blue (down-regulated) depending on the direction of the gene.
(EPS)

Table S1 Table S1 mirrors Table 1 (*25 genes found to overlap between D. melanogaster larvae CNS and adult head*) in addition of adding the dimension of every gene’s Gene Ontology term including Gene Ontology ID.
(DOCX)

# Supplementary material for: Differential Evolutionary Wiring of the Tyrosine Kinase Btk
**Source:** PLoS One. 2012 May 4;7(5):e35640. doi: 10.1371/journal.pone.0035640
**Supplement:** Table S1 — mirrors Table 1 (25 genes found to overlap between D. melanogaster larvae CNS and adult head) in addition of adding the dimension of every gene’s Gene Ontology term including Gene Ontology ID.

**Table S1:** 25 genes found to overlap between *D. melanogaster* larvae CNS and adult head. Here with Gene Ontology descriptions and Gene Ontology IDs.

*Italics* denotes down-regulated genes.

* denotes genes differentially expressed NOT in the same regulatory direction for the larval CNS and adult head sample group.

How the deposited data were processed for this re-analysis (not part of the article)

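Expression was measured on GeneChip Drosophila Genome 2.0 arrays in 12 samples, 3 for each of 4 sample groups: Btk29A ficP adult heads, revertant adult heads, Btk29A ficP larval CNS and revertant larval CNS. All 12 samples were assigned to a group and replicate from their labels and the methods, and every value column belonged to a mapped sample. The authors deposited log2 values. They had read the arrays with the affy package in R, normalized them by RMA first across the samples and then within each sample group, and scaled each array to a common median. RMA and affy are also named in the submitters' processing notes. The versions of these tools and the probe set definitions are not given in the sources used here. No scanner files were used, so that these steps could not be repeated or changed.

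The table held 18952 probe sets, of which 183 control probe sets were left out of the tests, leaving 18769. Genes were named from the platform annotation, with symbols updated through the gene identifier for 13543 of the 13646 probe sets that named 1 gene. Probe sets with several symbols (402) or none (4721) entered the counts but are not named. The named probe sets covered 11981 genes. No probe set was paired with Btk29A or w. Probe sets whose identifier ends in _s_at may read transcripts of more than 1 gene, which is stated where they are first named.

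The log2 values were used as deposited. Group means were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 over all 12 arrays, which share 1 variance per probe set (8 residual degrees of freedom and 1.24 prior degrees of freedom). The contrasts were Btk29A ficP minus revertant in heads, the same in larval CNS, the genotype averaged over the stages, the stage averaged over the genotypes, and the difference of the genotype effect between the stages. Tests were two-sided with Benjamini-Hochberg adjustment over all probe sets, and a probe set was called at an adjusted p under 0.05. The design had read the SLR cut-off of 1.2 as a linear fold. The log2 differences equalled the values of Table 1 to within 0.01 for the 34 values compared, so the cut-off was then taken as an absolute log2 difference above 1.2, and counts under both readings were made. Percentages of up-regulated probe sets have exact binomial intervals at 95%. Shares of called genes near Btk29A were compared with Fisher's exact test, and correlations between arrays were compared by an exact permutation of the stage labels. Expressed probe sets were those above a log2 value of 6 on all 3 arrays of a group.

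Gene groups were tested with camera of limma at a preset correlation of 0.01, with 1 probe set per gene (that with the highest mean), and again with an estimated correlation and with fry. P-values were adjusted over 66 tests of 33 lists at 2 stages. The lists were written before the data were examined: ageing and lifespan, imaginal disc development, neuroblasts and neurogenesis, mitosis and spindle, cytosolic ribosomal proteins, yolk proteins and female fat body, male head and dosage compensation, Y-linked male fertility genes, male reproductive tract, ovary and egg shell, lipid metabolism, cytochrome P450, glutathione transferases, innate immunity, phototransduction, eye pigment, odorant-binding proteins, odorant receptors, neurons, glia, muscle, larval fat body, salivary gland glue, ring gland, haemocytes, cell death, ecdysone response, cuticle proteins, circadian clock, heat shock proteins, Btk pathway and actin, and the genes of Table 1 and of Fig. 8B, which the study chose on these samples. They stand in for Gene Ontology terms, which were not tested here. Camera tests a shift of a list in 1 direction, which is another question than the over-representation tested in the paper. The genes named in the text were chosen by a rule set at the same time: for the head, larval, stage and stage-difference contrasts the 10 genes with the largest positive and the 10 with the largest negative log2 difference among called probe sets whose groups did not overlap (no such condition for the stage difference), every gene of Table 1, Fig. 8B and the text, and the members of each list with the largest absolute difference. The values in Table 1 and Fig. 8B had been seen. Other lists hold single genes from them, among them Obp56h, dob, PPO1, wts and CycD, which are not independent evidence there either.

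The procedure was tested on simulated data made from the overall mean and the spread within groups of each of the 18769 probe sets, with 200 of them changed. For heads, changes of 0.5, 1 and 2 on the log2 scale were recovered for 41.8%, 68.7% and 86.4% of the changed probe sets with 9 false calls, and for larval CNS for 40.3%, 74.6% and 87.9% with 10 false calls. Many more probe sets were called in the data, so the adjusted threshold and the recovery may differ there. The simulated noise was independent between arrays, without the shift of a whole group that normalization within sample groups can bring. The false calls in the simulation therefore do not measure those in the data. The number of arrays limits the precision. Before the data were examined, the following alternatives were set: quantile normalization, centring on the median of each array, a filter on the mean log2 value, a fit per stage, eBayes with trend and robust options, no moderation, array weights, the replicate number as a block, 1 probe set per gene, leaving out each array in turn, other thresholds (among them an unadjusted p of 0.05 in a two-factor model, since the paper gives a p of 0.05 and names no adjustment), other levels for expressed probe sets, other correlations between arrays and other windows around Btk29A. Tables were joined and plots drawn with pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15. The mouse B-cell data, the detection calls and the Gene Ontology enrichments of the paper were not analysed here.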

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

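Quantile normalization was set before as an alternative, but its use as a test of the array intensity distributions, like the tests on the spiked control transcripts, the male head list and the glue, muscle and haemocyte lists, was chosen after the result it bears on was seen, while the tests without a single array, on the cuticle protein list and over other splits of the arrays were set before.

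In heads 6794 probe sets differed between Btk29A ficP and revertant. Quantile normalization left 5224 of them (76.9%) called in the same direction, which argues against array intensity distributions as the whole cause. Without Btk29A ficP head replicate 2, which stood alone in the tree, 8379 were called. Larval calls, which that array enters through the shared variance alone, rose as well, from 4591 to 6407. The rise in heads therefore cannot decide for or against that array as a cause. The 18 probe sets for the spiked hybridization controls bioB, bioC, bioD and cre were lower on the Btk29A ficP head arrays by a median of −1.42, against 0.18 in larval CNS. Control probe sets for the 5′ and 3′ ends of GAPDH differed by 1.71 and −0.29 in heads, and those of eIF-4a by 0.88 and −0.85. In larval CNS they differed by −0.06 and −0.12, and by −0.16 and 0.09. Those of actin (1.21 and 1.02) and 18S rRNA (−0.39 and −0.4) showed little or no such gap in heads. What lies behind these values, RNA quality included, was not tested. A difference in labelling or hybridization of the Btk29A ficP head arrays may therefore contribute, and stays open. The genotype stays open as the biological explanation, untested, since all 3 Btk29A ficP head arrays share both.

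Yolk protein and fit transcripts were lower in Btk29A ficP heads, where all 4 genes of the list are above a log2 value of 6 in the revertant and none is in another list. If fewer females had been among the Btk29A ficP heads, genes of the male head list would be higher, but 2 of its 4 measured genes, Obp99b (−2.38) and Cyp4d21 (−1.09), were lower, while msl-2 (1.01, on a probe set that may also read other transcripts) was higher when adjusted over the list alone, so the sex of the flies cannot be told apart from the genotype. Younger Btk29A ficP flies would have raised cuticle protein genes, whose median in heads was −0.01 over members that went both ways, so age cannot be told apart either. Sex and age of the flies were not given in the sources used here, and the genotype itself, acting on the fat body, stays open and untested.

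Some markers of other tissues were higher in Btk29A ficP larval CNS, 5 of 18 muscle genes and 2 of 9 glue genes among them. The 18 muscle genes had a median of 1.08 with none lower, and Mlc1 was at 11.96 ± 1.07 against 9.61 ± 1.30 (n = 3), so muscle carried over with the Btk29A ficP tissue is a candidate source that stays open, although 14 of these genes were also above 6 in the revertant. On revertant larval CNS replicate 1 Mlc1 was at 11.05, above Btk29A ficP larval CNS replicate 2 at 10.74. The same held for Tm2 (10.71 and 10.63) and Mlp60A (9.71 and 9.51), but not for Mlc2 (7.41 and 8.62). The 9 glue genes had a median of 1.12 and Sgs7 was at 14.72 ± 0.27 against 13.28 ± 0.30 (n = 3), but ng2 was lower, and all 9 were above 6 in the revertant, so salivary gland carry-over cannot be told apart from the genotype. The 12 haemocyte genes had a median of 0.04 over members that went both ways, although PPO1 was higher, and 11 of them were above 6 in the revertant and 3 stand in another list, so haemocytes cannot be told apart either. A biological effect of the genotype on these transcripts stays open and untested.

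The genotype difference itself differed between heads and larval CNS for 6455 probe sets, at an adjusted p under 0.05 from limma. For the named genes, the log2 difference in heads minus that in larval CNS was 5.48 for CG40485, 3.96 for CG5916, 3.75 for wun, 3.62 for CG12880, 3.54 for stai, 3.37 for Cip4, 3.35 for slow, 3.31 for PIG-L, and 3.25 for both CG34276 and Cpr92F. It was −5.64 for Obp56h, −5.63 for fit, −4.75 for Gnmt, −4.63 for CCHa2, −4.53 for CG32425, −4.45 for PPO1, −4.19 for Obp99a, −4.01 for both Hsp27 and CG31664, and −3.82 for CG33307. Of the genes of Table 1 that went in opposite directions, CG12241 (2.75), grnd (2.50) and dob (−3.47) also differed. All 23 were picked among probe sets that passed the test of the difference at an adjusted p under 0.05. Their passing is therefore not a further result. The probe set of slow may also read other transcripts. CG34276 did not pass without Btk29A ficP larval CNS replicate 1 or 2 or revertant head replicate 1 or 3 (adjusted p = 0.0503 to 0.0555). CG33307 did not pass without Btk29A ficP head replicate 1 or 3, Btk29A ficP larval CNS replicate 1 or 3, any of the 3 revertant head replicates, or revertant larval CNS replicate 2 or 3 (adjusted p = 0.0560 to 0.0680). Among the lists, the difference between the stages was −3.90 on average for the yolk proteins, −0.86 for lipid metabolism, −0.80 for cytosolic ribosomal proteins, whose direction at each stage turned with quantile normalization, and −0.68 for odorant-binding proteins, none of which passed with an estimated correlation (adjusted p = 0.738 to 0.793).

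Control probe sets that the paper does not report, and whose sequences the annotation used here does not name, were higher in Btk29A ficP heads, in some of the arrays. AFFX-Dm-AF292560-1_s_at had log2 values of 4.56, 9.73 and 8.27 on the 3 Btk29A ficP head arrays, a mean difference of 3.25 from the revertant heads. AFFX-Dm-M62653-1_s_at had 4.38, 10.18 and 8.84, a difference of 3.11, and AFFX-Dm-U57609-2_s_at 6.38, 6.14 and 9.36, a difference of 2.53. On the other 9 arrays these 3 probe sets were between 4.16 and 5.20. The cytochrome P450 gene Cyp6a17 had 4.83, 10.39 and 8.47 on the 3 Btk29A ficP head arrays. The annotation used here does not say whether the control probe sets read GFP, the marker of the balancer chromosome. AFFX-Dm-U57609-2_s_at was raised on Btk29A ficP head replicate 1 too, at 6.38. Whether heterozygous animals were among the Btk29A ficP heads, in any of the 3 replicates, was therefore not settled here. Head calls numbered 8379 without Btk29A ficP head replicate 2 and 5245 without replicate 3.

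Whether other splits of the arrays gave as many called probe sets was counted for each contrast. For heads the real split gave 6794 and the highest of the other splits 4, and for larval CNS 4591 and 173, with the real split as the only 1 of 10 in each case, and 10 splits are too few for a share under 0.05. For the genotype, 2 of 100 splits gave 5588 or more, the real split and the one with 6455, which is the split that exchanges the genotypes at a single stage and so equals the contrast of the stage difference. For that contrast 1 of 100 splits gave 6455 or more, with 5588 as the highest other. For the stage, fitted with 2 groups, 1 of 100 splits gave the real count of 8324 or more, with 424 as the highest other. The share is under 0.05 for these 3 contrasts, but the arrays were normalized within each sample group, which favours the real split, so chance is not excluded by these counts.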

How the results depend on the processing

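The counts above 1.2 on the log2 scale by direction and at both stages, the joint count of genotype and stage, the unit variance scaling of the principal components and the list tests of the stage difference were chosen after seeing the data. Centring each array on its median moves little, since all arrays share a median of 5.90, and so tests little. Signal over background was not given in the values, so how far dim probe sets stand above it is unknown. Of the head calls 3684, and of the larval calls 2947, were on probe sets with a mean log2 value of 6 or less, with a median absolute difference of 0.31 and 0.30.

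Quantile normalization gave 55.1% up-regulated calls in larval CNS and 55.5% above 1.2 on the log2 scale, 4 of the other gene lists called in place of 8, and turned the direction of the ribosomal list in heads (0.05) and in larval CNS (−0.03), of RpS21, on a probe set that may also read other transcripts, in larval CNS (−0.03) and of Arr2 (0.54) and Arr1 (0.48) in heads; the cause was not tested. The filter to a mean log2 value above 6 tests fewer probe sets, and gave 2700 head, 913 larval, 1657 genotype, 6437 stage and 2412 stage-difference calls, 51.2% up-regulated head calls, 47.1% up-regulated above 1.2 in heads, 3702 probe sets over a linear 1.2-fold in heads and 2464 in larval CNS, 414 calls shared by the stages, 1314 shared by genotype and stage, 13 other lists, −0.58 for the imaginal disc list (adjusted p = 0.0959), and correlations of 0.888 within and 0.525 between stages. With 1 probe set per gene, which also tests fewer, 4017 head, 2268 larval, 3181 genotype and 3689 stage-difference calls, 33.7% up-regulated larval calls, 2995 over a linear 1.2-fold in larval CNS, 1079 shared by the stages and 2326 by genotype and stage were found. Array weights did not converge to usable values (a weight of 21900 for Btk29A ficP head replicate 3) and cannot be read as a check. They gave 14855 head, 9260 larval, 11637 genotype and 12503 stage-difference calls, 64.0% up-regulated above 1.2 in heads, 660 above 1.2 in larval CNS, 7628 calls and 149 above 1.2 shared by the stages, 9643 shared by genotype and stage, −0.07 for CG8774 and 0.79 for Akh in heads.

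Of the thresholds, an unadjusted p under 0.05 without moderation gave 3944 shared calls, an absolute log2 difference above 1.2 without a p gave 1031 in heads, 421 in larval CNS and 96 shared, and an adjusted p with a linear fold above 1.2 gave 1288 shared. With an estimated correlation 0 of the other lists were called, and the imaginal disc list (−0.61) had an adjusted p = 0.997, against 0.159 with fry. Pearson's correlation between stages was 0.793, and centring each probe set gave 0.352 within and −0.579 between stages. Expressed probe sets numbered 12160 at a level of 5 and 3843 at 7. The odds ratio of larval calls near Btk29A was 0.531 within 50 genes and 0.982 within 200.

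Replicate numbers did not pair the samples: the deviations of same-numbered arrays from their group means correlated at −0.48 to 0.29 over 18 pairs, above 0.1 in 1. With the replicate number as a block 4967 probe sets were called for genotype, and the imaginal disc list (−0.61) had an adjusted p = 0.0669.

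Leaving out each array in turn gave 5198 to 8379 head calls, 2872 to 6407 larval, 4295 to 6910 genotype, 10634 to 12637 stage and 5081 to 8526 stage-difference calls, 37.2% to 43.4% up-regulated head calls and 38.1% to 49.0% up-regulated larval calls. Probe sets over a linear 1.2-fold numbered 5494 to 7075 in heads and 3807 to 5233 in larval CNS. Above 1.2 on the log2 scale there were 1009 to 1365 in heads, 41.5% (without Btk29A ficP head replicate 1) to 65.5% (without Btk29A ficP head replicate 2) of them up-regulated, with 47.6% without Btk29A ficP head replicate 3 and 48.0% without revertant head replicate 1 or 3, and 362 to 782 in larval CNS, 28.4% to 43.7% of them up-regulated. Larval calls fell by over 1.5 times without Btk29A ficP larval CNS replicate 1 (2995) or revertant larval CNS replicate 2 (2979) or 3 (2872), and those above 1.2 rose without Btk29A ficP larval CNS replicate 2 (782) or revertant larval CNS replicate 1 (715). Calls shared by the stages were 1445 to 3611, with 3611 without Btk29A ficP head replicate 2, 1498 without revertant larval CNS replicate 2 and 1445 without replicate 3, those above 1.2 were 73 to 141, 45 to 75 in the same direction, and those shared by genotype and stage 2925 to 5101. Other lists called were 7 to 12, the ageing list in heads was −0.54 to −0.16, and the imaginal disc list was −0.82 to −0.41, not called without Btk29A ficP larval CNS replicate 1 (0.210) or 3 (0.087), revertant head replicate 2 (0.0591), or revertant larval CNS replicate 1 (0.0590) or 3 (0.102). The ribosomal list in larval CNS was 0.00 to 0.20, with 0.00 (adjusted p = 0.0582) without revertant larval CNS replicate 1. A fit per stage gives no genotype, stage or stage-difference value.

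Over the values of single genes and of the other lists in all alternatives, 9373 kept their side of the threshold. The call was lost for 416 and gained for 249. A further 8 changed direction with a call involved, and 8 moved in size. Changes of direction without a call, in the main setting or the alternative, were counted among the 9373.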

Differences from the paper's values

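The scaling of the principal components, the split of differences above 1.2 and the joint count of genotype and stage were chosen after the paper's values were seen.

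For the genotype irrespective of stage the paper reports 523 transcripts by ANOVA at a p of 0.05, and 5588 probe sets were called here at an adjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, nor did an unadjusted p under 0.05. For the stage the paper reports 4489 and 11529 were called here. The filter to a mean log2 value above 6 gave 6437, within 1.5 times of the paper's number, and none of the other alternatives did. For both factors the paper reports 391, against 3921 here, and 1314 under that filter, the lowest of the alternatives, none of which closed the gap. The methods mention further filtering in dChip and Excel without giving its criteria.

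At the cut-off of an absolute log2 difference above 1.2 the paper reports 167 transcripts in larval CNS, against 421 here, and none of the alternatives closed the gap. Shared by both stages, the paper has 29 transcripts, against 96 here, and 20 in the same direction, against 51 here, again with no alternative that closed the gap. The paper states a ratio of heads to larval CNS of more than 4, and it was 2.45 here. The ratio fell to 1.32 without Btk29A ficP larval CNS replicate 2 and to 1.44 without revertant larval CNS replicate 1. It came within 1.5 times of 4 without Btk29A ficP head replicate 1 (3.24) or 2 (2.76), Btk29A ficP larval CNS replicate 1 (2.75) or revertant larval CNS replicate 3 (2.85), and under none of the other alternatives. Of these, that without Btk29A ficP head replicate 1 alone is within 1.5 times of the ratio of the paper's own counts in heads and larval CNS, 744 and 167. By eye, Fig. 3 shows about 330 down-regulated transcripts in heads, against 498 here, and in larval CNS about 45 up-regulated, against 159 here, and about 120 down-regulated, against 262 here. The number for heads came within 1.5 times of the figure's after quantile normalization (398), with the filter to a mean log2 value above 6 (474) or 1 probe set per gene (386), and without Btk29A ficP head replicate 2 (401) or revertant head replicate 2 (458). Array weights gave 430, which cannot be read as a check, and the other alternatives did not come within 1.5 times. Neither number for larval CNS did so under any of the alternatives. For heads, the paper's 744 and the 1031 found here are within 1.5 times.

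Fig. 2B, read by eye, gives about 40%, about 19% and about 16% of the variance to the first 3 principal components, against 70.7%, 9.12% and 8.47% here. With each probe set scaled to unit variance, a setting chosen after the figure was seen, the shares were 40.5%, 19.2% and 16.3%, and no called transcript of the paper is dropped by it, since it bears on the components alone.

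The paper counts the genes of Fig. 8B among those past its cut-off in heads. Here none of the 11 measured genes had an absolute log2 difference above 1.2 in heads, the highest being 1.03 for Epac on 1 of its 2 probe sets and 1.00 for Rab30. The values of Table 1 were within 0.01 of those found here for all 34 that could be compared.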

Other observations

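In heads, single genes of detoxification, the clock, cell death and haemocytes passed the test, while none of these lists passed as a whole. Of 34 glutathione transferase genes 5 were higher and 4 lower in Btk29A ficP heads (2 and 3 when adjusted over the list alone; adjusted p = 0.994 from camera), with GstE4 higher by 2.05 (standard error 0.40, adjusted p = 0.0036 from limma) and GstE1 at −1.65. Of 9 clock genes 2 were higher, also over the list alone, among them Pdf, the neuropeptide of the clock neurons, by 1.24 (standard error 0.27, adjusted p = 0.0066; list adjusted p = 0.836). Of 16 eye pigment genes 4 were higher and 3 lower, also over the list alone, with the transporter gene bw higher by 1.01 (list adjusted p = 0.994). Of 12 cell death genes 3 were higher and 1 lower, also over the list alone, with Buffy, of the Bcl-2 family, higher by 1.29 (standard error 0.25, adjusted p = 0.0032; list adjusted p = 0.584). Of 12 haemocyte genes 3 were lower and none was higher, also over the list alone (list adjusted p = 0.243). Ecdysone response genes went both ways in heads (2 higher and 1 lower of 16, also over the list alone; list adjusted p = 0.994), as did larval fat body genes (1 and 1 of 3, also over the list alone; list adjusted p = 0.730), with Fbp2 at 2.81 and Lsp2 at −1.60. The spiked hybridization controls were lower on the same Btk29A ficP head arrays. Each of these lists had an adjusted p = 0.997 with an estimated correlation.

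In larval CNS, genes of neurons and detoxification changed singly. Of 15 neuronal genes brp, a protein of the active zone, was higher by 0.64 (standard error 0.07, adjusted p = 0.00045 from limma), and 2 were lower, among them Vmat, the vesicular monoamine transporter, at −1.44 (standard error 0.26, adjusted p = 0.0042), also over the list alone (list adjusted p = 0.894 from camera). The call for brp is on a dim probe set, at 6.24 to 6.40 in Btk29A ficP against 5.66 to 5.72 in the revertant. Of 11 glial genes none was called in larval CNS at an adjusted p under 0.05 from limma, with repo at −1.03 (adjusted p = 0.13; list adjusted p = 0.994). Of 80 cytochrome P450 genes 6 were higher and 5 lower (5 and 5 when adjusted over the list alone; list adjusted p = 0.0696), with Cyp6d2 at −1.17, and of 34 glutathione transferase genes 2 were higher and 2 lower, also over the list alone (list adjusted p = 0.584), with GstD2 at 1.17. Of 57 odorant receptor genes 10 were higher and 8 lower (12 and 9 when adjusted over the list alone; list adjusted p = 0.108). Those with the largest differences were dim, at most 6.36 on any larval array. Of 11 phototransduction genes 2 were higher and 1 lower, also over the list alone (list adjusted p = 0.137), with Arr1 higher by 1.11. Arr1 was dim in larval CNS, at 5.96 to 6.45 in Btk29A ficP against 5.03 to 5.07 in the revertant. Of 20 innate immunity genes PPO1 was higher and Tep4 (−1.54) lower, also over the list alone (list adjusted p = 0.708), though Tep4 did not pass without Btk29A ficP larval CNS replicate 2 or 3 or revertant larval CNS replicate 2 or 3 (adjusted p = 0.0542 to 0.0795). Some muscle and glue genes were higher on the same Btk29A ficP larval arrays.

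The lists of the male head, Y-linked genes, the male reproductive tract and the ovary did not pass camera at either stage. Those of the male head and of Y-linked genes passed fry, which does not compare a list with other genes (adjusted p = 0.00142 and 0.00136 in heads, 0.0165 and 0.00136 in larval CNS). The Y-linked genes had group means of 4.11 to 5.35, so their calls are on dim probe sets and are no measure of expression. In heads 2 of 17 male reproductive tract genes were lower (1 when adjusted over the list alone; list adjusted p = 0.622 from camera), 4 of 14 ovary and egg shell genes were lower, also over the list alone (0.648), and 2 of 7 Y-linked genes were lower, also over the list alone (0.520). The male head list had 2 of 4 lower and none higher in heads (2 lower and 1 higher over the list alone; 0.670). In larval CNS 1 of the male reproductive tract genes was higher and 2 lower, also over the list alone (0.651), 4 ovary and egg shell genes were higher and 1 lower, also over the list alone (0.0798), 2 Y-linked genes were higher and 1 lower (3 and 1 over the list alone; 0.181), of which ORY and ARY did not pass in a fit to the larval arrays alone (adjusted p = 0.061 and 0.0556), and 1 gene of the male head list was higher, also over the list alone (0.290). None of the 4 yolk protein genes was called in larval CNS by limma (0 at an unadjusted p under 0.05), and 1 lipid metabolism gene was higher and 1 lower there, with the same counts over each list alone.

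In the remaining lists few genes were called. Salivary gland glue (9 genes) and ring gland (7 genes) had none in heads, and ring gland, glia, larval fat body (3 genes), cell death (12 genes) and the Btk pathway (8 genes) had none in larval CNS, at an adjusted p under 0.05 from limma over all probe sets or over the list alone. At an unadjusted p under 0.05 from limma 1 glue and 0 ring gland genes passed in heads, and in larval CNS 1 each of ring gland, glia, cell death and the Btk pathway and 0 of larval fat body. Their list tests gave adjusted p = 0.994 for both lists in heads and 0.994, 0.994, 0.290, 0.706 and 0.836 in larval CNS. Eye pigment genes (1 of 16 higher, list adjusted p = 0.994), clock genes (1 of 9 higher, 0.670), haemocyte genes (1 of 12 higher, 0.449) and heat shock genes (1 higher and 1 lower of 8, and 1 and 2 over the list alone, 0.994) gave few calls in larval CNS. Of the genes of Table 1, 8 were higher and 8 lower in heads and 9 and 8 in larval CNS, and of those of Fig. 8B 2 were higher and 3 lower in larval CNS (2 and 4 over the list alone), neither of which is independent evidence.

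Genes near Btk29A were compared with the rest of the named genes. Among the 100 genes on either side 54 of 139 measured genes were called in heads (38.8%, against 38.4% of the rest; Fisher exact test, p = 0.93, odds ratio 1.02). In larval CNS 20 of 139 were called (14.4%, against 24.5% of the rest; Fisher exact test, p = 0.0052, odds ratio 0.518). This lower share was not found with windows of 200 genes (odds ratio 0.982, Fisher exact test, p = 0.94) and did not pass with 50 genes (odds ratio 0.531, Fisher exact test, p = 0.058), so it depends on the window.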
